# Single-cell transcriptome reveals a novel mechanism of C-Kit^+^-liver sinusoidal endothelial cells in NASH

**DOI:** 10.1186/s13578-024-01215-7

**Published:** 2024-03-09

**Authors:** Hui-Yi Li, Yu-Xuan Gao, Jun-Cheng Wu, Jing-Ze Li, Seng-Wang Fu, Ming-Yi Xu

**Keywords:** Non-alcoholic steatohepatitis (NASH), Liver sinusoidal endothelial cell (LSEC), Single-cell RNA sequencing (scRNA-seq), KIT proto-oncogene receptor tyrosine kinase (C-Kit), Mitophagy

## Abstract

**Aim:**

To understand how liver sinusoidal endothelial cells (LSECs) respond to nonalcoholic steatohepatitis (NASH).

**Methods:**

We profiled single-LSEC from livers of control and MCD-fed mice. The functions of *C-Kit*^+^-LSECs were determined using coculture and bone marrow transplantation (BMT) methods.

**Results:**

Three special clusters of single-LSEC were differentiated. *C-Kit*^+^-LSECs of cluster 0, *Msr1*^+^-LSECs of cluster 1 and *Bmp4*^+^*Selp*^+^-VECs of cluster 2 were revealed, and these cells with diverse ectopic expressions of genes participated in regulation of endothelial, fibrosis and lipid metabolism in NASH. The number of *C-Kit*^+^-primary LSECs isolated from MCD mice was lower than control mice. Immunofluorescence co-staining of CD31 and C-KIT showed *C-Kit*^+^-LSECs located in hepatic sinusoid were also reduced in NASH patients and MCD mice, compared to AIH patients and control mice respectively. Interestingly, lipotoxic hepatocytes/HSCs cocultured with *C-Kit*^+^-LSECs or the livers of MCD mice receipting of *C-Kit*^+^-BMCs (bone marrow cells) showed less steatosis, inflammation and fibrosis, higher expression of prolipolytic FXR and PPAR-α, lower expression of TNF-α and α-SMA*.* Furthermore, coculturing or BMT of *C-Kit*^+^-endothelial derived cells could increase the levels of hepatic mitochondrial LC3B, decrease the degree of mitochondrial damage and ROS production through activating *Pink1*-mediated mitophagy pathway in NASH.

**Conclusions:**

Hence, a novel transcriptomic view of LSECs was revealed to have heterogeneity and complexity in NASH. Importantly, a cluster of *C-Kit*^+^-LSECs was confirmed to recovery *Pink1*-related mitophagy and NASH progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-024-01215-7.

## Introduction

With the epidemiological burden of metabolic diseases, nonalcoholic fatty liver disease (NAFLD) has become the most common chronic liver disease in the world [1]. The pathogenesis of nonalcoholic steatohepatitis (NASH) is complex and controlled by the coordinated actions of liver cells, including hepatocytes (HCs), Kupffer cells (KCs), hepatic stellate cells (HSCs) and liver sinusoidal endothelial cells (LSECs). Recent a couple of single-cell RNA sequencing (scRNA-seq) studies have expounded the heterogeneity of liver cells and laid the foundation of the LSECs variability in NASH [2]. Xiong et al. proposed a concept of liver endothelial zonation and functional specialization in NASH [3]. Su et al. also identified an unanticipated aspect of 3 kind of chimeric NPCs (non-parenchymal cells) including LSECs chimeric HSCs/HCs/KCs in NAFLD mouse at the single-cell level [4]. Our scRNA-seq data locked up NPCs of NASH mice livers and screened out several LSEC subgroups with comparative obvious transition. LSECs comprise approximately 15–20% of the total number of liver cells, and line in the sinusoidal lumen of the liver sinusoids. However, during NAFLD development LSECs acquire a phenotype similar to vascular endothelial cells (VECs), actively promoting all pathophysiological aspects of NAFLD, including steatosis, inflammation and fibrosis [2]. LSEC dysfunction is critical for the progression to NASH while restoring LSEC homeostasis appears to be a promising approach to prevent NAFLD development and even reverse tissue damage [2]. Therefore, we conducted in-depth research on LSECs.

In this study, we screened different single-LSEC in methionine-choline deficient (MCD)-diet induced NASH and control-diet mice livers using scRNA-seq technology. The enriched gene signature of 3 subgroups of LSECs were demonstrated upon NASH injury. Then we focused on a subgroup of *C-Kit*^+^ (KIT proto-oncogene, receptor tyrosine kinase)-LSECs whose pathogenesis in NASH was unclear. Coculturing of *C-Kit*^+^-LSECs with HCs/HSCs, steatosis, inflammation, fibrosis and mitochondrial functions of the latter would be alleviated. Ultimately, implantation of *C-Kit*^+^-BMCs (bone marrow cells) into bone marrow transplantation (BMT) mice could improve their MCD-diet induced NASH and restoring the mitochondrial homeostasis.

## Materials and methods

### Human samples

Severe NASH patients (steatosis scores F3 and elevated serum ALT levels) and paired autoimmune hepatitis (AIH) patients (without NAFLD) were enrolled (each group n = 3). Biopsy liver tissues were collected. All enrolled patients provided written informed consent, and the study was approved by the ethics committee of Shanghai East Hospital.

### Mouse model

#### MCD-induced NASH mouse model

A total of 18 male C57BL/6 mice (8 weeks old, Shanghai SLAC Laboratory Animal Co. Ltd., Shanghai, China) were randomly assigned to control group (fed with chow diet, n = 9) and MCD group (fed with 40% carbohydrate, 10% fat, deficient in methionine and choline, n = 9). From 2 groups, 3 pairs were selected for scRNA-seq; another 3 pairs were prepared for primary LSECs (pLSECs) isolation and coculture experiment; last 3 pairs were performed for histological and immunofluorescence (IF) staining.

#### MCD-based BMT mouse model

Primary BMCs (pBMCs) were isolated from male C57BL/6 mice (Additional file 1). Preparation of donor BMCs was performed using the magnetic activated cell sorting (MACS) method (Miltenyi Biotec, Cologne, Germany). Pellets of pBMCs were suspended in MACS buffer, and 1 × 10^7^ total cells were incubated with 20 μL of C-KIT microbeads for 15 min in a refrigerator (2–4 °C). The LS column was washed with buffer and centrifuged to obtain *C-Kit*^−^-pBMCs. Remove the column from the separator and flush out the magnetically labeled cells with buffer to obtain *C-Kit*^+^-pBMCs. A total of 18 BMT recipient mice were first fed a MCD diet for 6 weeks. Then, recipient mice were lethally irradiated and subjected to BMT with *C-Kit*^+^- or *C-Kit*^−^-pBMCs [5]. All BMT mice were sacrificed after 2 weeks. The two resulting groups represented MCD_*C-Kit*^+^-BMC and MCD_*C-Kit*^−^-BMC (each group, n = 9). From 2 BMT groups, 3 pairs were selected for qPCR; another 3 pairs were chosen for western blot; last 3 pairs were performed for histological and IF staining.

#### Histological identification of the mouse model

Histological staining of H&E (hematoxylin–eosin), Masson (Masson trichrome), ORO (oil red O), and immunohistochemistry (IHC) of F4/80 (Abcam, Cambridge, MA, USA, Additional file 1: Table S1) were performed to identify the NASH model (Additional file 1). The animal study was approved by the Institutional Animal Care and Use Committee of Shanghai East Hospital.

### Primary cell isolation, cell line culture and treatment (see Additional file 1)

#### C-Kit^+^- and C-Kit^−^-pLSECs

The pLSECs were isolated from male C57BL/6 mice (Additional file 1), and then the MACS method (same as above) was used to prepared *C-Kit*^*+*^- and *C-Kit*^*−*^-pLSECs.

#### LSEC cell line (TMNK-1) transfection

For *C-Kit* silencing, short-hairpin RNA (shRNA) targeting human *C-Kit* (5′-CAACTGCTTATGGCTTAATTA-3′, sh-*C-Kit*) or a nonsense sequence (sh-NC) was inserted into the pLent-U6-shRNA-CMV-puro plasmid. For *C-Kit* overexpression (ov-*C-Kit*), full-length human *C-Kit* (ACCESSION: NM_001385292) was cloned and inserted into the pENTER plasmid, and an empty pENTER vector was used as a control (ov-NC). All vectors were purchased from Vigene Biosciences (Shandong, China). The transfection progress is shown in the Additional file 1.

### scRNA-seq analysis

#### Single-cell solution preparation

Liver tissues were digested in a Solo™ Tumor Dissociation Kit (Sinotech Genomics Co. Ltd., Shanghai, China, JZ-SC-58201). During enzymatic hydrolysis, HCs undergo breakage and apoptosis, and the assay process automatically filters out low-quality single cells; therefore, only NPCs were available in final single-cell analysis [6].

#### Single-cell transcriptome, library construction and sequencing

Cell concentration and viability were determined via a BD Rhapsody™ Scanner (BD Biosciences, San Jose, CA, USA). All procedures were performed with a BD Rhapsody cDNA Kit and BD Rhapsody Targeted mRNA & AbSeq Amplification Kit (BD Biosciences). All the libraries were sequenced in PE150 mode (pair-end for 150 bp reads) on the NovaSeq platform (Illumina, San Diego, CA, USA).

#### Dimensionality reduction, clustering and visualization

The Seurat v3.0 package was utilized for subsequent clustering analysis and visualization. Gene expression matrices for each sample were read and converted to Seurat objects. Cells with more than 5% mitochondrial unique molecular identifier (UMI) or less than 500 UMI or 200 genes were excluded from the downstream analysis. After log normalization based on the total cellular UMI count, a principal component analysis (PCA) was performed based on the top 2000 highly variable features after scaling the data with respect to UMI counts. Fifty principal components were used for clustering (nPC = 50). We then performed clustering at a resolution of 0.6 and visualized the data using either t-distributed stochastic neighbor embedding (t-SNE) or uniform manifold approximation and projection (UMAP). Feature plots, violin plots and heatmaps were used to visualize the expression of the indicated genes in each cluster.

#### Cell type annotation and differentially expressed gene (DEG) analysis

Specific marker genes for each cluster were calculated using the FindAllMarkers function with the Wilcoxon test [criteria: log2-fold change > 0.25, minimum (min.) percentage (pct) > 0.25]. To perform unbiased identification of cell types in filtered sample datasets and the combined dataset, we used the R package SingleR (v1.4.1), a computational framework that references bulk transcriptomes and helps annotate cell types for each cluster. The built-in Mouse RNAseq Data (MRD) in SingleR was used as the reference dataset. To identify DEGs in scRNA-seq, we used FindMarkers (Seurat R Package) with the Wilcoxon test and Bonferroni correction (criteria: min. pct > 0.25). Genes were regarded as upregulated or downregulated with a log2-fold change > 0.25 or < − 0.25 (adjusted *p-*value < 0.05). The ClusterProfiler package was utilized to detect enriched Kyoto Encyclopedia of Genes and Genome pathways (KEGG) or Gene Ontology (GO) biological functions from each set of DEGs. GO analysis included biological processes (BP), cell components (CC) and molecular functions (MF). We used the default parameters built into ClusterProfiler.

### Quantitative real-time PCR (qPCR)

QPCR was performed using a SYBR Green PCR Kit (Yeasen Biotech Co. Ltd., Shanghai, China) and ABI 7900HT Fast Real-Time PCR System (Applied Biosystems, Foster City, CA). The primers (Sangon Biotech Co. Ltd., Shanghai, China) used were listed in Additional file 1: Table S2. QPCR was repeated three times.

### Flow cytometry

Cells were mixed with appropriately diluted labeled antibodies at a 1:100 dilution (anti-C-KIT coupled with Alexa Fluor 647 Conjugate; Alexa Fluor 488 anti-CD31, Additional file 1: Table S1) incubated at 4 °C for 30 min. All samples were analyzed by a BD Accuri C6 flow cytometer (BD Biosciences), and FlowJo v10 software was used to analyze the data. This test was repeated three times.

### Cell coculture

Primary cell coculture was divided into 2 groups of pLSECs (*C-Kit*^+^ or *C-Kit*^−^) incubated in the upper chamber and treated with palmitic acid (PA). Cell line coculture was classified into 6 groups of TMNK-1 cells incubated in the upper chambers pretreated or transfected with BSA, PA, PA + sh-NC, PA + sh-*C-Kit,* PA + ov-NC and PA + ov-*C-Kit*.

Upper chamber cells were plated on polystyrene transwells (Corning Inc., Corning, NY, USA) with a 0.4 mm pore size at 3 × 10^5^ cells per well. Then, HCs [primary HCs (pHCs) or HepG2] or HSCs [primary HSCs (pHSCs) or LX2] were plated on 6-well dishes at 3 × 10^5^ cells per well. The upper cell-containing transwell was then placed into cell-containing 6-well dishes and cocultured for another 24 h. This process was repeated three times.

### Immunofluorescence (IF) assay

IF staining of cell or liver slides was achieved by incubation with anti-C-KIT, anti-CD31, anti-TNF (tumor necrosis factor)-α, anti-α-SMA (smooth muscle actin), anti-COX4 (cytochrome c oxidase subunit 4) and anti-LC3B (light chain 3B) at a 1:200 dilution (Abcam, Additional file 1: Table S1). DAPI was applied to show the nucleus. Representative images were captured via a TCS SP8 CARS fluorescence microscope (Leica Microsystems). Relative IF values were measured via ImageJ 1.8.0. This process was repeated three times.

### Western blot

Liver tissue lysates were homogenized in RIPA lysis and extraction buffer containing protease inhibitors (Millipore, Boston, USA). Total protein was quantified using the BCA Protein Assay Kit (GBCBIO, Guangzhou, China), and equal amounts of protein were separated by SDS-PAGE and transferred to PVDF membranes. Membranes were blocked with skimmed milk and incubated with primary and secondary antibodies (Additional file 1: Table S1). Membranes were developed using chemiluminescence reagents (Millipore), and the proteins were visualized on the ChemiDoc MP Imaging System (Bio-Rad). This process was repeated three times.

### Mitochondrial function test

#### Mitochondrial-SOX (mtSOX) IF staining

Mitochondrial ROS (reactive oxygen species) level was detected by mtSOX Red (Invitrogen, Carlsbad, USA) assay according to the manufacturer’s instructions. The samples were photographed via IF microscopy. The process were repeated three times.

#### Mitochondrial-Keima (mtKeima) IF staining

The transfection of mtKeima adenovirus was performed according to the manufacturer’s instructions (Hanbio Technology Co., Ltd. Shanghai, China). Cells grown on confocal dishes were transfected with mtKeima adenovirus at multiplicity of infection (MOI) of 50 for 6 h at 37 °C. The medium was then discarded and replaced with fresh medium containing the drugs. The cells were observed under confocal microscope. mtKeima is a pH-sensitive fluorescent protein, whose excitation spectrum shifts from 440 to 586 nm when mitochondria are delivered to acidic lysosomes, appearing as shift from green to red color. Mitophagy flux was monitored by evaluating the number of green and red puncta in each cell. The process were repeated three times.

### Statistical analysis

The statistical analyses used in each test was showed in Additional file 1: Table S3. Except scRNA-seq, data were presented as the mean ± standard deviation. A *p*-value < 0.05 was considered to indicate statistical significance.

## Results

### Cluster and spatial lobular location of single-LSEC was identified in MCD-induced NASH mice

Elevated NASH activity scores (including steatosis, ballooning, lobular inflammatory cell infiltration, Additional file 1: Fig. S1A–E), more severe collagen accumulation (Additional file 1: Fig. S1B–F) and lipid deposition (Additional file 1: Fig. S1C–G), accompanied by more F4/80 staining (Additional file 1: Fig. S1D–H), were observed in MCD-fed mice than control mice. These findings demonstrated that MCD-fed mice developed to NASH. Liver NPCs from control or MCD mice were processed for scRNA-seq analysis (Fig. 1A). 

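Liver NPCs were captured from mice that had been fed the MCD diet, which lacks methionine and choline and leads to steatohepatitis, or a control diet for 6 weeks from the age of 8 weeks. The cells of 3 mice were pooled per diet before capture on the BD Rhapsody platform, in which each cell is lysed in its own microwell and its transcripts receive a cell label and a unique molecular identifier (UMI). The data therefore hold 1 control and 1 NASH library without replicates. The authors' count tables give UMIs per gene and cell, made with the BD whole transcriptome pipeline and the GRCm38 genome. Over the 16383 genes analysed here, the control library held 4336 cells and 11452972 UMIs, with a median of 1645.5 UMIs and 894 genes per cell. The NASH library held 3893 cells and 9326723 UMIs, with a median of 1587 UMIs and 907 genes per cell. The genes analysed run alphabetically up to *Rad54l2*, so that *Stab2*, *Vwf*, *Rspo3*, *Wnt2*, *Wnt9b*, *Selp* and the mitochondrial genes are not analysed here. Columns of the NASH table carry no gene names and were taken in the order of the control table. In this order the column totals of both libraries had a correlation across genes of 0.973, against 0.471 after a shift by 1 column. Cells with under 500 UMIs or under 200 genes were left out as in the paper, which kept 4209 control cells (97.1%) and 3710 NASH cells (95.3%). The limit on mitochondrial UMIs could not be applied, and the UMI and gene minimums were counted over part of each library. Clustering followed the settings of the paper in Seurat. Levels are UMIs summed over the cells of a group and scaled to the total UMIs of the group (CPM). With 1 library per diet no test between diets was made. Shares of cells are given with exact binomial 95% intervals and CPM and their log2 ratios with exact Poisson 95% intervals, all of which cover counting error only and not the spread between mice.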

Clusters were annotated based on the gene expression of cell type-specific markers. A total of 21 single-cell clusters were revealed by a t-SNE plot (Fig. 1B). 

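The 7919 kept cells formed 20 clusters, named after the marker genes that led them. LSEC-like cells, of 2 clusters led by the hyaluronan receptor gene *Lyve1* and by *Dll4*, made up 29.5% (95% interval 28.1 to 30.9) of the control cells and 41.9% (40.3 to 43.5) of the NASH cells. Vascular endothelial cell (VEC)-like cells held 3.99% (3.42 to 4.63) of the control and 9.43% (8.51 to 10.4) of the NASH cells. Of their 2 clusters, the one led by *Bmp4*, *Fbln2* and the endothelin gene *Edn1* went from 2.19% (1.77 to 2.67) to 6.87% (6.08 to 7.74), and the one led by *Adgrg6* from 1.81% (1.43 to 2.25) to 2.56% (2.08 to 3.12), with intervals that overlap. B cell-like cells, led by the receptor gene *Fcer2a* and the B cell transcription factor gene *Pax5*, held 14.9% (13.8 to 16.0) of the control and 5.23% (4.53 to 5.99) of the NASH cells. Neutrophil-like cells, mostly led by the chemokine receptor gene *Cxcr2*, were at 10.8% (9.89 to 11.8) in the control and 3.21% (2.66 to 3.83) in the NASH library. They joined 2 clusters that went opposite ways, one led by *Cxcr2* from 10.5% to 1.91% and a smaller one led by the itaconate synthesis gene *Acod1* from 0.333% (0.182 to 0.557) to 1.29% (0.955 to 1.71). Plasma cell-like cells were 110 of the control and 6 of the NASH cells. Kupffer cell-like cells, led by the scavenger receptor gene *Cd163* and by *Cxcl13*, were at 11.8% (10.8 to 12.8) and 12.8% (11.7 to 13.9), with intervals that overlapped. Shares depend on how many cells of each class were released from each pool of livers, and a lower share of one class raises the share of the others.

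**Figure D1:**
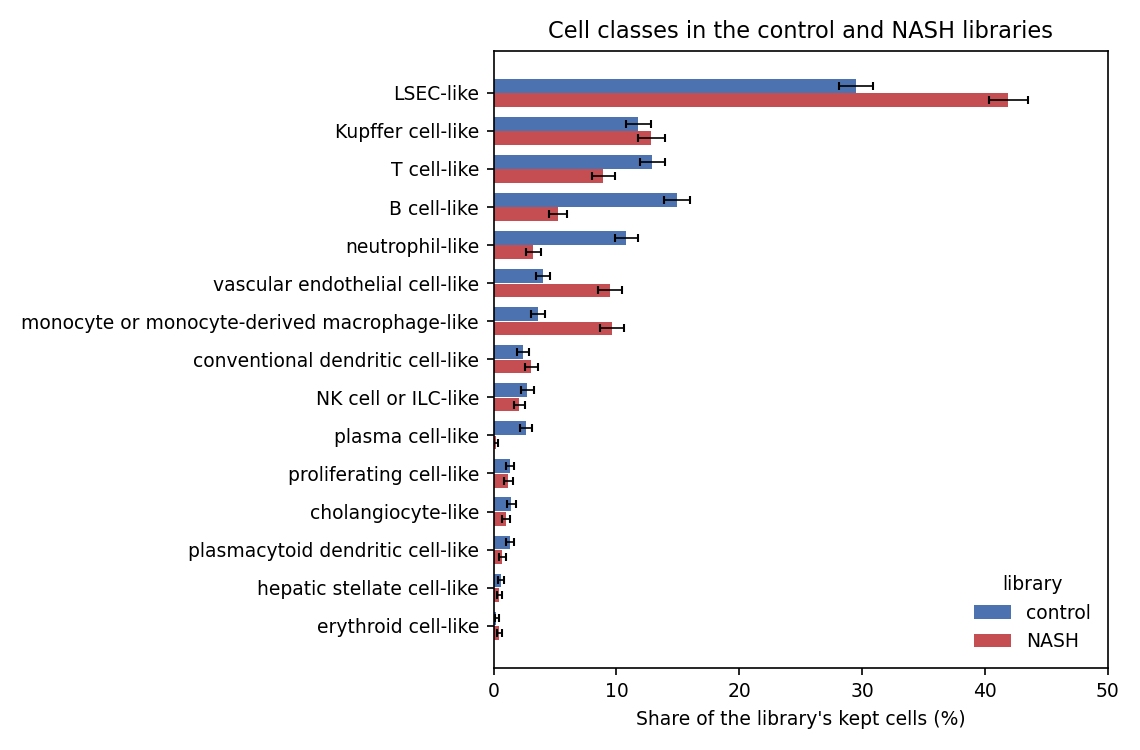
Share of each cell class among the kept cells of the control (blue) and NASH (red) library, in percent; bars start at 0 and error bars are exact binomial 95% intervals for counting error. LSEC-like cells form the largest class in both libraries, and B cell-like and neutrophil-like cells hold smaller shares of the NASH library.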

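*Flt4*, which encodes VEGFR-3, the receptor of VEGF-C, lies on chromosome 11 of GRCm38 from 49609263 to 49652739. At least 1 *Flt4* UMI was found in 89.9% (88.7 to 91.1) of the 2491 LSEC-like cells that were matched to clusters 0 and 1 of the paper after the second clustering, and in 8.77% (6.92 to 10.9) of B cell-like cells, which should lack it, at median depths of 1351 and 1123 UMIs. *Pecam1*, the gene of the adhesion molecule CD31, lies on the same chromosome from 106654217 to 106750628 and was detected in 80.3% (78.7 to 81.8) of these LSEC-like cells. B cells and T cells express *Pecam1* too, and it was detected in 42.3% (38.9 to 45.7) of B cell-like and 19.0% (16.5 to 21.8) of T cell-like cells. Its level was 1552 CPM in the LSEC-like, 541 CPM in the B cell-like and 167 CPM in the T cell-like cells. Between diets, *Flt4* in LSEC-like cells was at 2205 CPM in the control and 2704 CPM in the NASH library, a log2 ratio of 0.29 (0.24 to 0.35), and *Pecam1* had a log2 ratio of 0.091 (0.018 to 0.16).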

We focused on clusters of LSECs (cluster 0, 1, 5, 12, 17; Fig. 1B, C) characteristically expressing *Cd31* and *Vegfr* (vascular endothelial growth factor)*-3* (the EC marker genes; Fig. 1D). The cluster 0, 1 and 5 of LSECs were reclassified (cluster 12 and 17 with too few cells were omitted). 

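The 4 endothelial clusters held 19.0%, 16.3%, 4.38% and 2.16% of the kept cells, each at or above the 2% set beforehand as the lower limit for the second clustering. Their 3314 cells formed 6 subclusters of 1296, 1026, 619, 169, 155 and 49 cells. The subcluster of 619 cells (143 control, 476 NASH) carried 8 of the listed VEC markers among its 50 leading genes and was matched to cluster 2 of the paper. The LSEC-like subcluster of 1026 cells (616 control, 410 NASH; median 2060.5 UMIs), led by the lipid phosphatase gene *Plpp3* and with 9 listed LSEC markers, lay above the joint LSEC level of *Efnb2* and was matched to cluster 1. The LSEC-like subclusters of 1296 cells (434 control, 862 NASH; median 1029 UMIs) and 169 cells (137 control, 32 NASH; median 793 UMIs) lay below that level and were matched together to cluster 0. The larger of these 2 was led by the nuclear noncoding RNA gene *Malat1*, found in 99.2% of its cells, and carried 2 listed LSEC markers among its 50 leading genes, so a difference in RNA quality is not ruled out for it. The subcluster of 169 cells had none of the listed LSEC or VEC markers among its 50 leading genes and was placed with the LSECs by default. The VEC-like subcluster of 155 cells, led by *Igfbp5* and *Adgrg6*, was left out for its *Efnb2* level of 664 CPM. It lay above the joint level of the LSEC-like and VEC-like subclusters, 206 CPM, while the subcluster of 619 cells lay below. The subcluster of 49 cells, which carried 13 Kupffer cell markers, was left out too. This match used none of *C-Kit*, *Msr1* and *Bmp4*, but its rule was completed after their levels had been seen. Cells of cluster 0 were shallower than those of cluster 1, so shares of cells with a UMI are also given with each cell thinned to 1000 UMIs and shallower cells left out.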

Seven new clusters were identified between 2 groups (Fig. 1E). Additionally, LSECs of cluster 3, 4, 5 and 6, which had limited numbers, were omitted. A heatmap of the top 10 representative DEGs of all 7 clusters was shown (Fig. 1F). The spatial distribution of each cluster was determined based on the expression of well-known landmark genes using t-SNE and violin plots. *Lyve1* (lymphatic vessel endothelial receptor 1) and *Stab 2* (stabilin 2), known as LSEC markers, were expressed in most cells of cluster 0 and 1 (Fig. 1G). 

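*Lyve1* encodes a receptor for hyaluronan and lies on chromosome 7 of GRCm38 from 110850607 to 110863239. At least 1 *Lyve1* UMI was found in 48.7% (46.1 to 51.3) of the cells of cluster 0, in 65.4% (62.4 to 68.3) of cluster 1 and in 24.4% (21.1 to 28.0) of cluster 2. At 1000 UMIs per cell these shares were 52.4% (48.8 to 56.1), 54.5% (51.3 to 57.7) and 17.3% (14.3 to 20.7), with overlapping intervals for clusters 0 and 1. B cell-like cells gave a background share of 2.07% (1.21 to 3.29). The level was higher in the NASH library in all 3 clusters. It was 749 CPM in the control and 1594 CPM in the NASH cells of cluster 0, a log2 ratio of 1.09 (0.95 to 1.24), and 1105 and 2036 CPM in cluster 1, a log2 ratio of 0.88 (0.78 to 0.98). Within each library the level was thus higher in cluster 1 than in cluster 0, beyond counting error. In cluster 2 it was 37.1 CPM from 14 UMIs in the control and 412 CPM from 446 UMIs in the NASH library, a log2 ratio of 3.42 (2.71 to 4.35). *Lyve1* was also higher in Kupffer cell-like cells of the NASH library, at 1.21, and in monocytes and monocyte-derived macrophages, at 1.08. The background share above joins both libraries, so a contribution of LSEC RNA to the rise in cluster 2 is not ruled out. Nor is a larger part of LSECs among the NASH cells of cluster 2. *Stab2* was not analysed here.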

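*Efnb2*, the gene of ephrin-B2, lies on chromosome 8 of GRCm38 from 8617434 to 8661242. At least 1 *Efnb2* UMI was found in 34.0% (31.1 to 37.0) of the cells of cluster 1, in 18.4% (16.5 to 20.5) of cluster 0 and in 4.68% (3.16 to 6.66) of cluster 2, against 1.58% (0.846 to 2.69) of B cell-like cells. Its level was 259.9, 204 and 22.6 CPM in clusters 1, 0 and 2. Cluster 1 lay above cluster 0 in the control library, at 275 (249 to 303) against 149 (121 to 181) CPM, but not in the NASH library, at 231 (199 to 268) and 242 (212 to 274) CPM. At 1000 UMIs per cell the shares of clusters 1 and 0 were 20.1% (17.6 to 22.8) and 17.2% (14.5 to 20.1), which overlap. The small VEC-like subcluster of 155 cells that was left out had the highest level, 664 CPM, with a UMI in 67.7% (59.8 to 75.0) of its cells. *Efnb2* served to match cluster 1, so its order between clusters 0 and 1 is not an independent result. It also decided which VEC-like subcluster was left out, so the low *Efnb2* of cluster 2 is not independent either. The *C-Kit* and *Msr1* values of cluster 2 hold without that subcluster.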

Interestingly, cells of cluster 1 also expressed periportal landmark such as *Efnb2* (recombinant ephrin b2, Fig. 1G). As a VEC marker, *Vwf* (von Willebrand factor) was uniquely expressed in cells of cluster 2 and 3 (Fig. 1G). *Rspo3* (recombinant R-spondin 3), *Wnt9b* and *Wnt2* are markers of central and pericentral VECs. *Rspo3* and *Wnt9b* were specifically expressed in cells of cluster 2 (Fig. 1G), whereas *Wnt2* was primarily expressed in cells of cluster 2 and 0 (Fig. 2A). The scRNA-seq technology differentiated 3 special clusters of LSECs in NASH disease. Collectively, cluster 0 and 1 were defined as LSECs, and cluster 2 was defined as VECs.

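Leading genes separated cluster 2 from the others. Genes were ranked by their percentage ratio against the other subclusters if they passed limits of 25% of cells and an average log fold change of 0.25. Within these limits *Bmp4* led cluster 2, followed by the neuronal membrane glycoprotein gene *Gpm6a*, *Edn1*, the fibulin gene *Fbln2*, the ectonucleotidase gene *Entpd1* and the transcription factor gene *Lhx6*. *Col6a3*, *Prss23* and *Fmo2*, each found in under 25% of its cells, had higher ratios than *Bmp4*, at 94.0, 47.1 and 38.1 against 29.1. *Edn1*, which encodes the vasoconstrictor endothelin-1, was at 718 CPM in cluster 2 and 43.1 CPM elsewhere, and *Fbln2* at 774 and 47.1 CPM. In cluster 1 the leading genes were *Bicd2*, the aminopeptidase gene *Enpep* and *Adgrg1*, with *Enpep* at 310.2 CPM against 144 CPM elsewhere. Among the leading genes of cluster 0, the lysine degradation gene *Aass* was at 1311 CPM against 722 CPM elsewhere. *Flt4* was detected at 1000 UMIs per cell in 89.9% (87.5 to 91.9) of cluster 0, 85.2% (82.8 to 87.3) of cluster 1 and 56.1% (51.9 to 60.2) of cluster 2. Clusters were formed from the same counts, so these levels describe them and test nothing.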

**Fig. 1:**
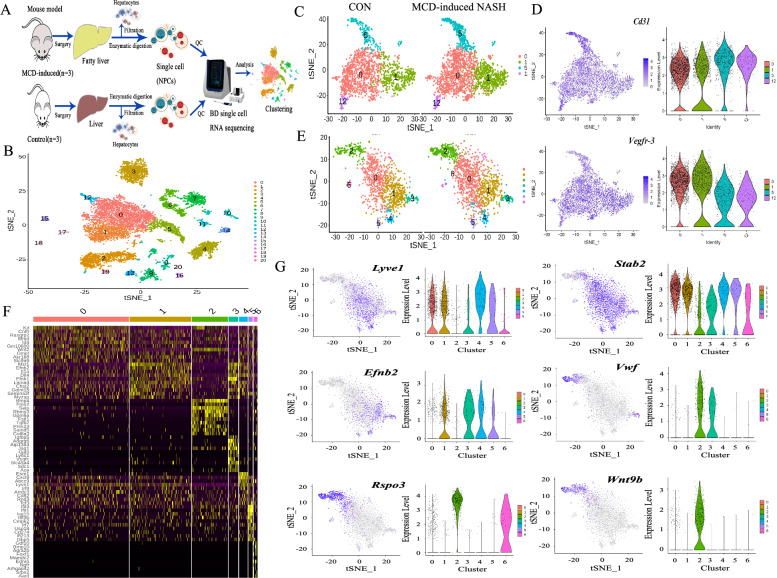
LSEC scRNA-seq analysis. **A** Liver single-cell isolation, detection and analysis workflow in MCD-induced NASH and control mice (each group n = 3). **B** t-SNE visualization of clusters based on the single-cell transcriptome. A total of 21 single-cell clusters (0–20) and 5 single-LSEC clusters (0, 1, 5, 12, 17) was shown. Each dot represented a single-cell, and each color represented a cluster. **C** t-SNE plots showed 4 clusters of single-LSEC population (cluster 0, 1, 5, 12) in control and NASH mice. **D** Paired t-SNE and violin plots showed the expression of marker genes of LSECs: *Cd31* and *Vegfr-3*. **E** t-SNE plots showed 7 new clusters of single-LSEC population (cluster 0–6) in control and NASH mice. **F** Heatmap of the top 10 representative DEGs of LSEC clusters (cluster 0–6). **G** Paired t-SNE and violin plots showed the expression of landmark DEGs: *Lyvel*, *Stab 2*, *Efnb2*, *Vwf*, *Rspo3* and *Wnt9b*

**Fig. 2:**
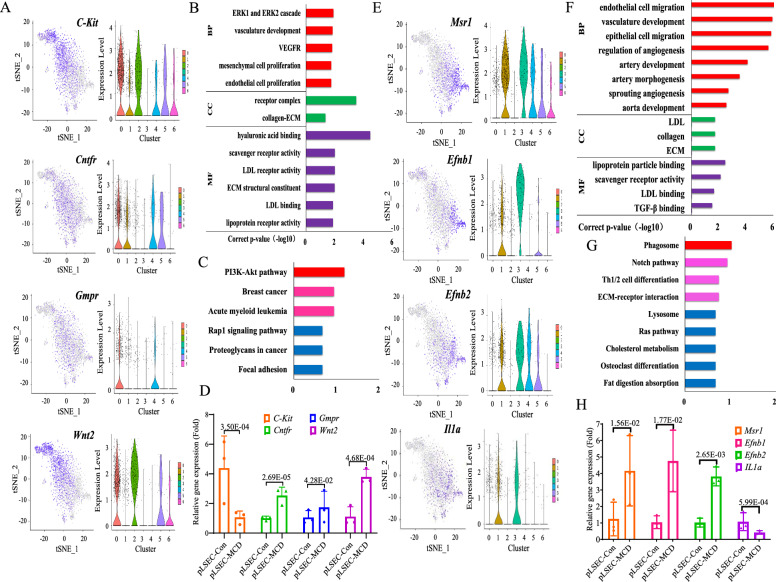
Transcriptomic scRNA-seq and PCR analysis of clusters 0 and 1. In cluster 0: **A** Paired t-SNE and violin plots showed the expression of *C-Kit*, *Cntfr*, *Gmpr* and *Wnt2*. **B**, **C** GO and KEGG analysis. **D** The mRNA levels of *C-Kit, Cntfr, Gmpr* and *Wnt2* in cluster 0 were examined by qPCR in pLSEC-Con and pLSEC-MCD group. In cluster 1: **E** Paired t-SNE and violin plots showed the expression of *Msr1, Efnb1*, *Efnb2* and *Il1a*. **F**, **G** GO and KEGG analysis. **H** The mRNA levels of *Msr1, Efnb1, Efnb2* and *IL1a* in cluster 1 by qPCR in pLSEC-Con and pLSEC-MCD group. In **D** and **H**, *p-*value indicated statistical significance compared to pLSEC-Con group

### A cluster of ***C-Kit***^+^-LSECs was identified in NASH

Cluster 0 was appraised based on the special expression of the top 10 representative DEGs (Table S4), including *C-Kit*, *Cntfr* (ciliary neurotrophic factor receptor), *Gmpr* (guanosine monophosphate reductase), *Wnt2* (Fig. 2A) and 6 other genes (*Akr1b8, Gm10600, Slc9a9, Id4, Mmd*, and *Rasgrp2*, Additional file 1: Fig. S2A–F and Additional file 1: Table S4). 

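Of the 10 genes that Table S4 lists for cluster 0, 7 were analysed here. In level, 6 of them were higher in cluster 0 than in the other subclusters. *Gm10600* was at 349 against 100.2 CPM, *Gmpr*, which encodes a purine nucleotide enzyme, at 217 against 118 CPM, *Cntfr*, a cytokine receptor subunit gene, at 484 against 281 CPM, *Id4*, an inhibitor of differentiation gene, at 478 against 340 CPM, *Akr1b8* at 192 against 162 CPM and *C-Kit* at 751 against 640.5 CPM. *Mmd* was at 169 against 182 CPM. Set beside cluster 1 alone, *Akr1b8* was not higher in cluster 0. It was at 195 against 216 CPM in the control and 189 against 258 CPM in the NASH cells. *Id4* was at 364 against 350 CPM in the control and 555 against 567 CPM in the NASH cells, with overlapping intervals. *Gm10600*, *Gmpr*, *Cntfr* and *C-Kit* were higher in cluster 0 than in cluster 1 in each library. By share of cells with a UMI, only *Gm10600* was higher in cluster 0, in 27.4% against 17.4% of cells. *Cntfr* was detected in 35.6% against 36.8%, *Gmpr* in 19.6% against 21.0%, *Id4* in 34.0% against 40.2% and *Akr1b8* in 17.3% against 26.1% of cells. With every cell thinned to 1000 UMIs, all 7 shares were higher in cluster 0, and no order is read from the share of *Mmd*, which goes against its CPM. B cell-like cells gave at most 4.75%, for *Mmd*. *Cntfr* lies on chromosome 4 of GRCm38 from 41657498 to 41697089 and *Gmpr* on chromosome 13 from 45507444 to 45553800. *Wnt2*, *Slc9a9* and *Rasgrp2* were not analysed here.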

*C-Kit* was the most representative marker of cluster 0 since nearly 67% LSECs in cluster 0 were *C-Kit*^+^ [percentage fold change (pct-FC) was the 1st, Table S4]. 

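*C-Kit* (*Kit*, ENSMUSG00000005672) encodes the receptor tyrosine kinase for stem cell factor and lies on the plus strand of chromosome 5 of GRCm38 from 75574916 to 75656722. In cluster 0, 628 of 1465 cells held at least 1 *C-Kit* UMI, a share of 42.9% (40.3 to 45.4) at a median depth of 1003 UMIs. The share was 47.9% (44.8 to 51.0) in the deeper cluster 1 and 71.9% (68.2 to 75.4) in cluster 2, against 2.07% (1.21 to 3.29) in B cell-like cells at a median of 1123 UMIs. By level, cluster 0 lay above cluster 1, which was at 556 (525 to 587) CPM, and cluster 2 was the highest of the 3 at 939 (890 to 990) CPM. At 1000 UMIs per cell, *C-Kit* was detected in 43.5% (39.9 to 47.2) of 740 cells of cluster 0, 34.3% (31.3 to 37.4) of 970 cells of cluster 1 and 54.5% (50.3 to 58.7) of 565 cells of cluster 2. Within the control library the thinned share was 50.3% (44.6 to 56.0) in cluster 0 and 36.2% (32.4 to 40.2) in cluster 1, beyond counting error, while in the NASH library the 2 intervals overlapped, at 38.7% (34.0 to 43.4) and 31.3% (26.6 to 36.3). Cluster 2 held the largest share of the 3. In the small VEC-like subcluster of 155 cells that was left out, *C-Kit* rested on 4 UMIs in the control and 5 UMIs in the NASH cells, at 26.9 and 27.8 CPM.

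**Figure D2:**
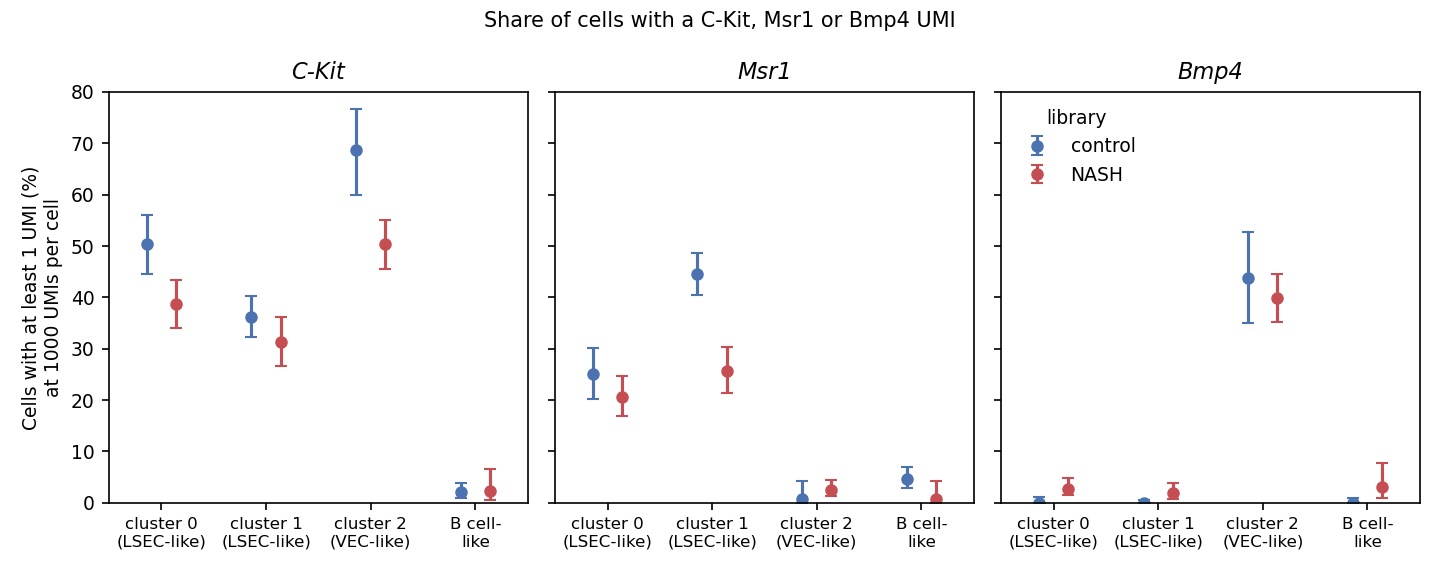
Share of cells with at least 1 UMI of *C-Kit*, *Msr1* or *Bmp4*, in percent, in clusters 0, 1 and 2 and in B cell-like cells of the control (blue) and NASH (red) library, each cell thinned to 1000 UMIs; bars are exact binomial 95% intervals for counting error. *C-Kit* is detected in each of clusters 0, 1 and 2, *Msr1* in clusters 0 and 1, and *Bmp4* above the background of B cell-like cells in cluster 2.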

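Within cluster 0, gene lists were compared between the NASH and control libraries by the median log2 ratio of CPM over members with at least 50 UMIs, beside 10000 random lists of the same size and expression. Of 16 listed genes of hyaluronan binding and turnover, 4 were measured, with a median of 0.44 at percentile 98.8 of the random lists. Besides *Lyve1*, the hyaluronan receptor gene *Cd44* had a log2 ratio of 0.55 (-0.31 to 1.53) and the hyaluronidase gene *Hyal2* one of 0.32, while the fourth, *Layn*, was at -0.16 (-0.90 to 0.61). For 10 genes of the VEGF list the median was -0.012 (percentile 48.6). *Kdr*, the gene of VEGFR-2, was at -0.32, the co-receptor gene *Nrp1* at -0.39, *Emilin1* at -0.61 and *Flt4* at 0.31. The list also holds genes of neither receptors nor ligands, such as *Emilin1*, *Plcg1* and *Mmrn2*, so this is not the median of receptors and ligands alone. For 15 genes of the ERK1/2 cascade and its feedback the median was -0.10 (percentile 13.3), with the ERK phosphatase gene *Dusp6* at 0.50 and *Ptpn11* at -0.57. For 18 genes of the PI3K-AKT pathway it was 0.040 (percentile 72.6), with *Mtor* at 0.57 and the AKT phosphatase gene *Phlpp1* at -0.55. No measured ERK1/2 or PI3K-AKT gene differed by 1.5 times or more. Scavenger and lipoprotein receptor genes had a median of 0.30 over 9 genes (percentile 99.5), led by *Cd163* at 1.15 and *Cd36* at 0.89, while *Msr1* was lower. Genes of other cells were also higher in the NASH cells of cluster 0, with medians of 1.11 over 5 hepatocyte genes, 3.36 over 3 erythrocyte genes and 0.28 over 7 Kupffer cell genes. So were 19 immediate early and dissociation genes, with a median of 0.41 at percentile 100. With the largest LSEC-like subcluster matched to cluster 1 instead of 0, an alternative chosen after seeing the data, the scavenger median was -0.31 and the immediate early median -0.054. A percentile describes these libraries and is not a test.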

Analysis of GO and KEGG, DEGs of these LSECs were associated to regulation of hyaluronic acid (HA), ERK1/2, VEGFR, mesenchymal cell proliferation and PI3K-AKT pathway (Fig. 2B, C). The pLSECs were isolated from control and MCD mice (pLSEC-Con and pLSEC-MCD group). Then, the top 4 representative DEGs of cluster 0 were examined by qPCR. Compared with pLSEC-Con group, *Cntfr*, *Gmpr* and *Wnt2* mRNA were upregulated, while *C-Kit* mRNA was downregulated in pLSEC-MCD group (*p* < 0.05, Fig. 2D). Therefore, a subgroup of *C-Kit*^+^-LSECs belonging to cluster 0 was identified, and they might participate in HA, ERK1/2, VEGFR and PI3K-AKT signaling transduction in NASH.

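*C-Kit* was lower in the NASH library in each of clusters 0, 1 and 2. In cluster 0, 50.1% (45.9 to 54.3) of 571 control cells and 38.3% (35.1 to 41.5) of 894 NASH cells held a *C-Kit* UMI, at median depths of 1037 and 974.5 UMIs. The level was 996 CPM in the control and 585 CPM in the NASH cells, a log2 ratio of -0.77 (-0.93 to -0.61), and only 1 of the 200 genes of nearest expression, a comparison chosen after seeing the values, had a lower ratio. The log2 ratio was -0.30 (-0.48 to -0.12) in cluster 1. In cluster 2, where more LSECs among the NASH cells may contribute, it was -1.02 (-1.18 to -0.87). Over clusters 0 and 1 together it was -0.42 (-0.53 to -0.30), from 721 to 540.2 CPM, with 13 of 200 genes lower. Of the other listed genes of cluster 0, *Cntfr* had a log2 ratio of 0.44 (0.23 to 0.65), *Id4* of 0.61 (0.39 to 0.83) and *Mmd* of 0.38 (0.023 to 0.75) in that cluster. *Gmpr* was at -0.26 (-0.57 to 0.041), *Akr1b8* at -0.045 and *Gm10600* at 0.046, all with intervals that include 0. With a minimum of 1000 UMIs per cell the *C-Kit* ratio was -0.37 in cluster 0 and 0.0016 in cluster 1, and at resolution 0.8 *Mmd* was at -0.12. Control and NASH cells of cluster 0 came from its 2 subclusters in different proportions; in the larger one alone *C-Kit* was also lower in the NASH cells, from a control level of 1009.9 CPM. From the marker genes of cluster 0, their enriched pathways and qPCR, the paper concludes that a subgroup of *C-Kit*+-LSECs belongs to cluster 0 and proposes that these cells take part in HA, ERK1/2, VEGFR and PI3K-AKT signalling.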

### Another cluster of ***Msr1***^+^-LSECs was found in NASH

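Of the 10 genes of Table S4 for cluster 1, 9 were analysed here, and all 9 were detected in a larger share of cells of cluster 1 than of the other subclusters. *Dll4*, which encodes a Notch ligand, was detected in 48.0% against 28.6%, *Chst2*, a sulfotransferase gene, in 43.6% against 21.2%, the laminin gene *Lama4* in 38.8% against 22.1%, *Efnb1*, the gene of ephrin-B1, in 28.8% against 19.2%, and the cytokine gene *Il1a* in 25.9% against 13.8%. *Myzap* and *Galnt15* were detected in 25.4% against 11.9% and 25.3% against 13.8% of cells. By level, 8 of the 9 genes were higher in cluster 1, with *Chst2* at 362 against 178 CPM, *Dll4* at 376 against 294 CPM and *Il1a* at 176 against 121 CPM. The exception was *Efnb1*, at 231 against 282 CPM, so no order is read from its share. Set beside cluster 0 alone, *Dll4* was at 343 against 298 CPM in the control and 438 against 445 CPM in the NASH cells. *Il1a* was at 163 against 140 CPM in the control and 199 against 196 CPM in the NASH cells. The intervals of both genes overlapped in each library, so their levels do not separate clusters 1 and 0. *Chst2* lay above cluster 0 in each library, at 380 against 276 and 327 against 238 CPM. Apart from *Msr1*, shares in B cell-like cells were at most 2.44%, for *Myzap*. *Serpina3f* was not analysed here.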

The top 10 representative DEGs of cluster 1 were *Msr1* (macrophage scavenger receptor 1), *Efnb1* (ephrin b1), *Efnb2*, *Il1a* (interleukin 1a) (Fig. 2E and Additional file 1: Table S4) and 6 other genes (*Serpina3f, Lama4, Myzap, Dll4, Galnt15*, and *Chst2*, Additional file 1: Fig. S3A–F and Additional file 1: Table S4). *Msr1* was the most representative marker of cluster 1 since nearly 73% LSECs in cluster 1 were *Msr1*^+^ (pct-FC was the 1st, Additional file 1: Table S4). DEGs of these LSECs mainly regulated EC migration, vasculature development and angiogenesis (Fig. 2F, G). 

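*Msr1* (ENSMUSG00000025044) encodes the class A macrophage scavenger receptor, which binds modified lipoproteins, and lies on the minus strand of chromosome 8 of GRCm38 from 39581685 to 39642673. At least 1 *Msr1* UMI was found in 530 of 1026 cells of cluster 1, a share of 51.7% (48.5 to 54.8), and in 26.2% (24.0 to 28.5) of cluster 0 and 4.85% (3.29 to 6.85) of cluster 2. The background share in B cell-like cells was 3.53% (2.38 to 5.03). Levels were 749 (714 to 786), 368 (340 to 398) and 22.6 CPM in clusters 1, 0 and 2. At 1000 UMIs per cell the share was 37.2% (34.2 to 40.3) in cluster 1 and 22.4% (19.5 to 25.6) in cluster 0 over both libraries, which the clusters hold in unequal parts. In cluster 0 it was 25.0% (20.3 to 30.2) in the control and 20.6% (16.9 to 24.7) in the NASH cells. Set beside cluster 1 within each library, the difference lay beyond counting error in the control only, and in the NASH library the intervals overlapped. By ratio of shares against the other subclusters *Msr1* ranked 10 in cluster 1 among genes that passed the limits of 25% of cells and an average log fold change of 0.25. *Myzap*, which was below the second limit, had a higher ratio, at 2.13 against 2.09. The small VEC-like subcluster led by *Igfbp5*, which was left out, had higher levels of *Msr1*, 1783 CPM in its control and 1318 CPM in its NASH cells. Kupffer cell-like cells, the macrophages of the sinusoid, were at 1042 CPM.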

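In cluster 1, 23 of 40 listed genes of endothelial migration and angiogenesis were measured, and their median log2 ratio of NASH to control was 0.056 (percentile 83.3 of the random lists). Of these, 2 were higher and 1 lower by 1.5 times or more. *Pdgfb*, which encodes a growth factor that recruits mural cells, was at 1.24, the integrin gene *Itgb3* at 0.71 and the flow-responsive transcription factor gene *Klf4* at -0.76. The Notch pathway list stood higher, with a median of 0.35 over 11 genes (percentile 99.95). Its leading members were the Notch target gene *Nrarp* at 1.67 and the fringe genes *Mfng* at 0.78 and *Lfng* at 0.59. Lysosome and phagosome genes had a median of -0.17 over 28 genes (percentile 0.35), with *Cd63* at -1.04 and the hexosaminidase gene *Hexa* at -0.70. Collagen and extracellular matrix genes were at 0.19 over 13 genes (percentile 99.3), with *Ctgf*, now named *Ccn2*, at 2.83, *Col13a1* at -0.59 and *Emilin1* at -0.55. Kupffer cell genes had a median of 0.31 over 5 genes in the same cells, and 19 immediate early and dissociation genes one of 0.22 (percentile 99.8).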

Compared with pLSEC-Con group, *Msr1* and *Efnb1/2* mRNA were upregulated, while *Il1a* was downregulated in pLSEC-MCD group (*p* < 0.05, Fig. 2H). 

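Between diets, *Msr1* was lower in the NASH cells of cluster 1. A UMI was found in 62.0% (58.0 to 65.9) of 616 control and 36.1% (31.4 to 41.0) of 410 NASH cells, and the level was 941 and 382 CPM, a log2 ratio of -1.30 (-1.49 to -1.12). None of the 200 genes of nearest expression had a lower ratio. At 1000 UMIs per cell the shares were 44.5% (40.4 to 48.6) and 25.7% (21.3 to 30.4). In cluster 0 the log2 ratio was -0.48 (-0.71 to -0.25). *Efnb1* was at -0.57 (-0.87 to -0.29) in cluster 1, and *Efnb2* at -0.25 (-0.51 to 0.0089), an interval that includes 0. In cluster 0 *Efnb2* was higher in the NASH cells, at 0.69 (0.36 to 1.04), and *Efnb1* at 0.25 (-0.14 to 0.64), and over both LSEC clusters they were at 0.015 (-0.17 to 0.20) and -0.43 (-0.65 to -0.22). *Il1a*, a gene of the interleukin 1 family, was at 0.29 (-0.012 to 0.58) in cluster 1, 0.48 (0.13 to 0.85) in cluster 0 and 0.34 (0.12 to 0.56) over both, while with 30 principal components it was at -0.19 (-0.59 to 0.19) in cluster 0. In cluster 1 *Myzap* was at -0.65 (-1.02 to -0.30), *Galnt15* at -0.57 (-0.90 to -0.26), and *Dll4* at 0.35 (0.15 to 0.55). The most different genes in cluster 1 included *Fabp4*, a fatty acid binding protein gene, at 1.73 (1.61 to 1.84), the plasminogen activator gene *Plau* at 1.54 and the growth factor gene *Fgf1* at -2.17 (-3.63 to -1.13). With a minimum of 300 UMIs and 120 genes per cell, *Efnb1* was at 0.014 in cluster 1, and with another linear algebra kernel at 0.058 (-0.16 to 0.27) over both LSEC clusters, 2 alternatives chosen after seeing the data.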

Finally, another subgroup of *Msr1*^+^-LSECs classified under cluster 1 was found, and they appeared to participate in the regulation of endothelial functions in NASH.

### The third cluster of ***Bmp4***^+^***Selp***^+^-VECs was revealed in NASH

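Of the 10 genes that Table S4 lists for cluster 2, 6 were analysed here, and all 6 were far above the other subclusters in share and level. *Fmo2*, the gene of a flavin monooxygenase, was detected in 22.6% of cells of cluster 2 against 0.594% elsewhere, at 739 against 6.92 CPM. *Gpm6a* was detected in 32.1% against 1.45%, at 307 against 12.7 CPM. The collagen VI gene *Col6a3* was detected in 17.4% against 0.186%, from 228 UMIs against 5 UMIs, and the follistatin-like gene *Fstl1* in 20.0% against 0.891%, at 220.0 against 7.82 CPM. *Prss23*, a serine protease gene, was detected in 19.2% against 0.408%, at 176 against 3.13 CPM. *Fmo2* and *Fstl1* had no UMI in 821 B cell-like cells. *Tgfb2*, *Samd5*, *Selp* and *Rbms3* were not analysed here.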

The top 10 representative DEGs of cluster 2 included *Tgfb2*, *Fmo2*, *Prss23*, *Samd5* (sterile alpha motif domain 5), *Bmp4* (bone morphogenetic protein 4)*, Col6a3* (collagen 6α3)*, Gpm6a* (glycoprotein m6a)*, Fstl1, Selp* (selectin P, also LECAM3, CD62) and *Rbms3* (Fig. 3A and Additional file 1: Fig. S4A–E and Table S4). In cluster 2, 70–75% VECs were *Bmp4*^+^*Selp*^+^ (pct-FC was the 5th and 9th, Additional file 1: Table S4). DEGs of these VECs mainly regulated collagen, extracellular matrix (ECM), and atherosclerosis pathways (Fig. 3B, C). 

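*Bmp4* (ENSMUSG00000021835) encodes bone morphogenetic protein 4, a secreted ligand of the TGF-β family, and lies on the minus strand of chromosome 14 of GRCm38 from 46383520 to 46390669. At least 1 *Bmp4* UMI was found in 314 of 619 cells of cluster 2, a share of 50.7% (46.7 to 54.7). The share was 1.64% (1.05 to 2.43) in cluster 0 and 1.27% (0.676 to 2.16) in cluster 1, close to the 0.609% (0.198 to 1.42) of B cell-like cells. The level was 1104 (1051 to 1159) CPM in cluster 2 against 25.0 CPM in the other subclusters. By ratio of shares *Bmp4* ranked 1 among genes that passed the limits of 25% of cells and an average log fold change of 0.25. *Col6a3*, *Prss23* and *Fmo2*, each found in under 25% of the cells, had higher ratios. At 1000 UMIs per cell the share was 40.7% (36.6 to 44.9). In the first clustering, the main VEC-like cluster of 347 cells held a *Bmp4* UMI in 80.7% of its cells against 2.15% of all others, and cluster 2 joins such cells to further cells of the endothelial clusters. *Selp* was not analysed here, so cells with both genes were not counted.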

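Of 45 listed collagen and extracellular matrix genes, 19 were measured in cluster 2, with 2 higher and 4 lower in the NASH library by 1.5 times or more. Their median log2 ratio was -0.12 (percentile 13.0 of the random lists). Elastin, *Eln*, was at 501 CPM in the control and 98.9 CPM in the NASH library, a log2 ratio of -2.34 (-2.70 to -1.99), and the transmembrane collagen gene *Col13a1* was at -1.26. The elastic fibre gene *Fbln5* was at 0.90 and *Ctgf* at 1.44. TGF-β and BMP pathway genes had a median of 0.14 over 12 genes (percentile 91.7), with *Ltbp1*, which encodes a binding protein of latent TGF-β, at -3.78 (-4.81 to -2.95) and *Ltbp4* at 0.84. Actin cytoskeleton genes had a median of -0.20 over 13 genes (percentile 3.58), with *Cald1* at -1.16. Antioxidant genes were at -0.29 over 14 genes (percentile 0.17), with the quinone reductase gene *Nqo1* at -1.68 (-2.13 to -1.24). Dissociation and immediate early genes had a median of 0.23 over 19 genes (percentile 99.1), with 6 higher by 1.5 times or more and none lower. Genes of sinusoidal identity had a median of 0.22 over 13 genes, 4 of them higher by 1.5 times or more, such as *Flt4* at 0.82 (0.62 to 1.02) and *Oit3* at 1.06, but the median was -0.074 with a minimum of 1000 UMIs per cell and -0.12 under CCA integration.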

In cluster 2, all of the top 10 representative DEGs were examined by qPCR. Compared with pLSEC-Con group, *Samd5*, *Col6a3* and *Gpm6a* mRNA were upregulated, while *Bmp4* and *Selp* mRNA were downregulated in pLSEC-MCD group (*p* < 0.05, Fig. 3D). Therefore, a subgroup of hepatic *Bmp4*^+^*Selp*^+^-VECs from cluster 2 was revealed, and they were probably involved in the regulation of fibrosis and atherosclerosis in NASH.

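In cluster 2, *Bmp4* was detected in 54.5% (46.0 to 62.9) of 143 control and 49.6% (45.0 to 54.2) of 476 NASH cells, with overlapping intervals, and its level was 909.8 and 1172 CPM, a log2 ratio of 0.36 (0.19 to 0.54). *Col6a3* was at -0.44 (-0.85 to -0.013), *Gpm6a* at -0.11 (-0.41 to 0.21) and *Fmo2* at -0.19 (-0.38 to 0.011). *Fstl1* was at -1.12 (-1.44 to -0.78) and *Prss23* at -0.80 (-1.17 to -0.42). The fatty acid transporter gene *Cd36* had the highest ratio after the globin genes and *Lyve1*, at 146 CPM in the control and 978 CPM in the NASH library, a log2 ratio of 2.73 (2.35 to 3.16). The chemokine gene *Cxcl9* was at 2.07 (1.36 to 2.98), the endothelin receptor gene *Ednrb* at -1.68 (-1.96 to -1.40) and *Lrg1*, a secreted glycoprotein gene, at -1.50 (-1.76 to -1.24). Erythrocyte RNA was at 18.6 CPM in the control and 755 CPM in the NASH cells of this cluster. Under integration of both libraries *Col6a3* was at 0.16, and at resolution 0.8 *Bmp4* was at 0.057. Some NASH cells of cluster 2 had been LSEC-like in the first clustering, so another mix of cells may contribute to the ratios of this cluster.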

**Fig. 3:**
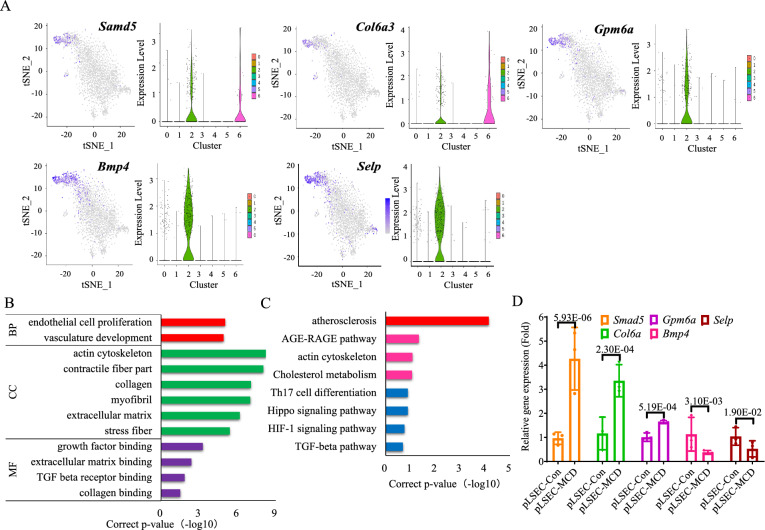
Transcriptomic scRNA-seq and PCR analysis of cluster 2. **A** Paired t-SNE and violin plots showing the expression of *Samd5*, *Col6a3, Gpm6a*, *Bmp4* and *Selp*. **B**, **C** GO and KEGG analysis. **D** The mRNA levels of *Samd5, Col6a, Gpm6a, Bmp4* and *Selp* in cluster 2 by qPCR in pLSEC-Con and pLSEC-MCD group. In **D**, *p-*value indicated statistical significance compared to pLSEC-Con group

### ***C-Kit***^+^-LSECs could improve NASH and mitophagy ***in vitro***

Among 3 clusters of LSECs differentiated by scRNA-seq, the cell number of *Bmp4*^+^*Selp*^+^-VECs was too limited and the mechanism of *Msr1* in NASH was already intensively clarified [7]. 

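Among the cells of clusters 0 to 2, cluster 0 held 42.9% (40.3 to 45.6) of 1330 control cells and 50.2% (47.9 to 52.6) of 1780 NASH cells. Cluster 1 held 46.3% (43.6 to 49.0) of the control and 23.0% (21.1 to 25.1) of the NASH cells. Cluster 2, the VEC-like cluster, held 10.8% (9.14 to 12.5) and 26.7% (24.7 to 28.9). Its 476 NASH cells exceed the 350 VEC-like NASH cells of the first clustering, so some of them had been LSEC-like there. In the control library cluster 2 held 143 cells, beside 168 VEC-like cells. A larger part of LSECs among its NASH cells is therefore not ruled out for its share or its ratios. *C-Kit*, *Msr1* and *Lyve1* were among the genes the clusters were formed from and differed between diets, which can move cells between clusters. Formed without the genes of Table S4, cluster 0 held 44.4% of the control and 41.3% of the NASH cells, so the order of its shares turned, as it also did with 30 principal components, at 49.5% and 46.0%, and at resolution 0.8, at 46.4% and 38.0%. With the largest LSEC-like subcluster matched to cluster 1, an alternative chosen after seeing the data, they were 10.3% and 1.80%.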

Then we focused on the *C-Kit*^+^-LSECs whose distinct roles in the pathogenesis of NASH should be fully elucidated.

Flow cytometric analysis revealed an obvious decreased percentage of *CD31*^+^*C-Kit*^+^-pLSECs derived from MCD mice compared to control mice (pLSEC-Con vs*.* -MCD group: 41.9% vs. 31.0%, *p* < 0.05, Fig. 4A, B). To explore the influence of *C-Kit*^+^-LSECs on peripheral cells, including HCs and HSCs, in a steatotic environment, we cocultured pHCs or pHSCs with *C-Kit*^+^- or *C-Kit*^−^-pLSECs in PA treatment. Significantly decreased lipid droplets were observed in pHCs cocultured with *C-Kit*^+^-pLSECs in comparison with *C-Kit*^−^-pLSECs (*C-Kit*^+^- vs*. C-Kit*^−^-pLSECs group: 0.65-fold, *p* < 0.05, Fig. 4C, D). TNF-α proteins (green IF) in pHCs and α-SMA proteins (red IF) in pHSCs were obviously reduced when cocultured with *C-Kit*^+^-pLSECs than *C-Kit*^−^-pLSECs (*C-Kit*^+^- vs*. C-Kit*^−^-pLSEC group: TNF-α was 0.23-fold, *p* < 0.05, Fig. 4C, E; α-SMA was 0.40-fold, *p* < 0.05, Fig. 4C, F). Also, mRNA of TNF-α and α-SMA were downregulated in cells cocultured with *C-Kit*^+^-pLSECs versus *C-Kit*^*−*^-pLSECs (Fig. 4G). Costaining of LC3B (autophagy proteins, red IF) and COX4 (mitochondrial proteins, green IF) shown orange IF. Interestingly, the manifestation of orange pHCs cocultured with *C-Kit*^+^-pLSECs was 3.36-fold higher than those with *C-Kit*^−^-pLSECs (*p* < 0.05, Fig. 5A, B). The mitochondrial ROS products (red IF of mtSOX, Fig. 5A, C) or damaged mitochondria (red IF of mtKeima, Fig. 5A, D) were 0.40-fold and 0.46-fold lower in pHCs cocultured with *C-Kit*^+^-pLSECs than with *C-Kit*^−^-pLSECs, respectively (*p* < 0.05).

**Fig. 4:**
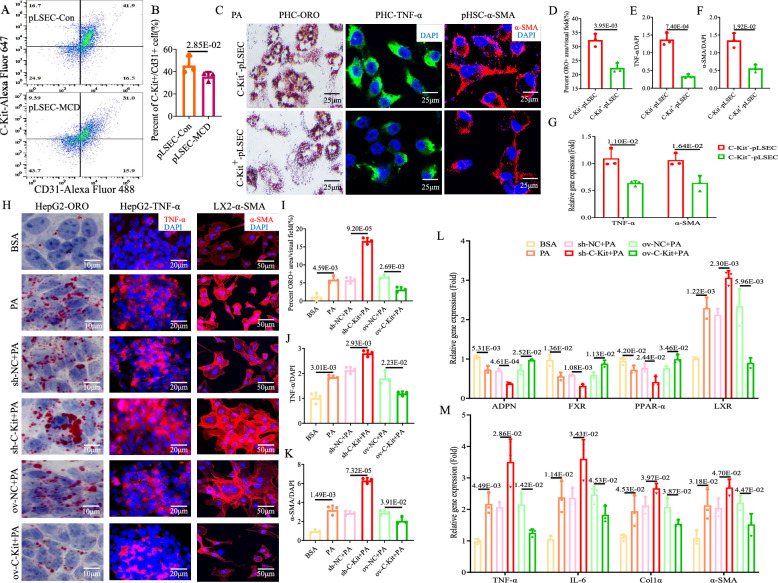
*C-Kit*^+^-LSECs alleviate NASH *in vitro*. **A**, **B** *CD31*^+^*C-Kit*^+^-pLSECs isolated from Con and MCD mice were detected by flow cytometry. **C**–**G** pHCs or pHSCs were cocultured with PA-treated *C-Kit*^+^- or *C-Kit*^−^-pLSECs. ORO staining **C** and calculation **D** of lipid droplets in pHCs (× 400). IF staining **C** and calculation **E** of TNF-α (green IF) in PHCs (× 400). IF staining **C** and calculation **F** of α-SMA (red IF) in pHSCs (× 400). DAPI (blue) was used for nuclear staining. (**G**) The mRNA of TNF-α (in pHCs) and α-SMA (in pHSCs) was detected by qPCR. (**H**-**M**) HepG2 or LX2 cells were cocultured with 6 groups of TMNK-1 cells (BSA, PA, sh-NC + PA, sh-*C-Kit* + PA, ov-NC + PA, ov-*C-Kit* + PA). ORO staining **H** and calculation **I** in HepG2 cells (× 1000). IF staining () and calculation **J** of TNF-α (red IF) in HepG2 cells (× 500). IF staining **H** and calculation **K** of α-SMA (red IF) in LX2 cells (× 200). DAPI (blue) was used for nuclear staining. The mRNA of **L** lipid metabolism genes (*APDN, FXR, PPAR-α, and LXR*) and **M** inflammation and fibrosis genes (*TNF-α, IL-6, Col1a,* and α*-SMA*) was examined by qPCR. The *p-*value indicated statistical significance compared to the pLSEC-Con, *C-Kit*^−^-pLSEC, BSA, sh-NC + PA or ov-NC + PA group

**Fig. 5:**
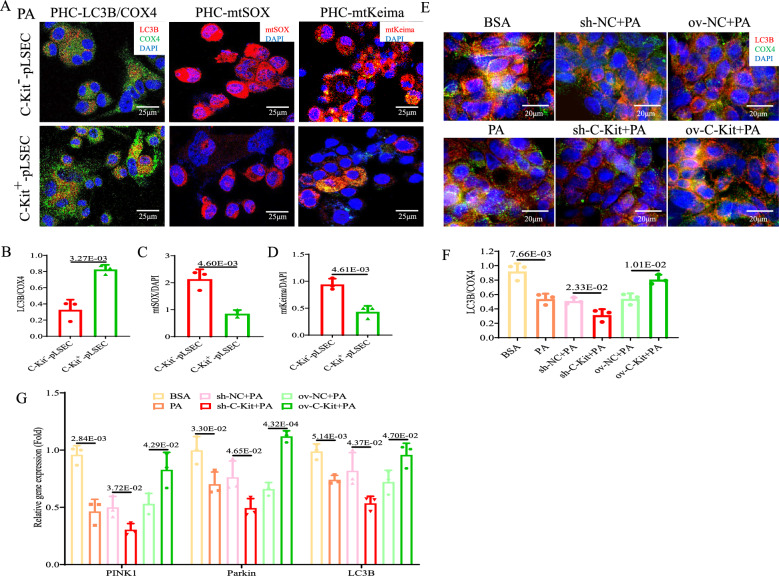
*C-Kit*^+^-LSECs improve the mitochondrial function of HCs *in vitro*. **A**–**D** pHCs were cocultured with PA-treated *C-Kit*^+^- or *C-Kit*^−^-pLSECs. IF staining and calculation of LC3B (red IF) and COX4 (green IF, A/B), mtSOX (red IF, A/C), and mtKeima (red IF, A/D) in pHCs (× 400). DAPI (blue) was used for nuclear staining. **E**–**G** HepG2 cells were cocultured with 6 groups of TMNK-1 cells. **E**, **F** IF staining and calculation of LC3B (red IF) and COX4 (green IF) in HepG2 cells (× 500). DAPI (blue) was used for nuclear staining. **G** The mRNA of mitophagy-related genes (*PINK1, Parkin, LC3B*) was examined by qPCR. The *p-*value indicated statistical significance compared to the *C-Kit*^−^-pLSEC, BSA, sh-NC + PA or ov-NC + PA group

Then, we cocultured HepG2/LX2 cells with 6 groups of TMNK-1 cells for additional validation of the effect of *C-Kit*. HepG2, cocultured with PA treated TMNK-1 cells, showed more lipid accumulation (Fig. 4H, I), downregulation of pro-lipolysis genes (*ADPN*: adiponectin, *FXR*: farnyl derivative X receptor, *PPAR-ɑ*: peroxisome proliferator-activated receptor-α, Fig. 4L) and upregulation of pro-lipogenesis genes (*LXR*: liver X receptor, Fig. 4L) compared to those cocultured with BSA treated TMNK-1 cells. Meanwhile, HepG2/LX2 cells cocultured with TMNK-1 cells of PA group displayed more TNF-α/α-SMA proteins (red IF, Fig. 4H, J and K), and upregulation of pro-inflammation and pro-fibrosis genes (TNF-α/IL-6, α-SMA/Col1a, Fig. 4M), compared to those cocultured with TMNK-1 cells of BSA group. Coculturing with TMNK-1 cells of *C-Kit* deficiency (sh-*C-Kit*) could aggravate the above lipotoxic damage to HepG2/LX2 cells, while coculturing with TMNK-1 cells of overexpressing *C-Kit* (*ov-C-Kit*) could reverse the above lipotoxic injury, compared to those with control cell groups (*p* < 0.05, Fig. 4H, M). Next, *Pink1* (PETN-induced putative kinase 1)*-*mediated mitophagy pathway was detected. After incubation with PA-treated TMNK-1 cells, HepG2 cells revealed significantly decreased LC3B/COX4 costaining (Fig. 5E, F) and lower mRNA levels of *Pink1*, *Parkin*, and *LC3B* (Fig. 5G) than with BSA-treated cells, suggesting that *Pink1*-mediated mitophagy in HCs was inhibited. Additionally, incubation with sh-*C-Kit* TMNK-1 cells could repress *Pink1*-related mitophagy pathway in HepG2 cells to a greater extent than those with sh-NC cells (*p* < 0.05, Fig. 5E, G). Conversely, incubation with ov-*C-Kit* TMNK-1 cells might significantly improve *Pink1*-related mitophagy in HepG2 cells compared to those with ov-NC cells (*p* < 0.05, Fig. 5E, G). Therefore, *C-Kit*^+^-LSECs would alleviate NASH by improving hepatic steatosis, inflammation, fibrosis and mitophagy *in vitro.*

### ***C-Kit***^+^-LSECs could alleviated NASH and recovery mitophagy ***in vivo***

Lower percentage of *C-Kit*^+^*CD31*^+^ cell (showed orange IF staining) was seen in hepatic sinusoids of MCD mice than control mice (MCD vs*.* control group: 0.37-fold, *p* < 0.05, Fig. 6A, B). To determine the state of *C-Kit*^+^-LSECs in real-world NASH, we also checked the percentage of *C-Kit*^+^*CD31*^+^ cells in severe NASH and AIH patients (as control). The livers of AIH patients contained abundant *C-Kit*^+^*CD31*^+^ cells, but the livers of severe NASH patients showed rare *C-Kit*^+^*CD31*^+^ cells in hepatic sinusoids (NASH vs. AIH group: 0.31-fold, *p* < 0.05, Fig. 6C, D). To determine the remedy function of *C-Kit*^+^-LSECs in NASH *in vivo*, we transplanted *C-Kit*^+^- or *C-Kit*^−^-BMCs into MCD-induced NASH mice (representing MCD_*C-Kit*^+^-BMC and MCD_*C-Kit*^−^-BMC group). Relative to MCD_*C-Kit*^−^-BMC mice, hepatic steatosis (Fig. 6E, F), lobular inflammation (Fig. 6E, G) and fibrosis (Fig. 6E, H) were significantly alleviated in MCD_*C-Kit*^+^-BMC mice (*p* < 0.05). The mRNA and protein levels of C-Kit (Fig. 6I, G and K), PPAR-α and FXR (Fig. 7A, D and E) were consistently higher, while TNF-α (Fig. 7B, D and E) and α-SMA (Fig. 7C, D and E) were accordantly lower in MCD_*C-Kit*^+^-BMC mice than in MCD_*C-Kit*^−^-BMC mice (*p* < 0.05). Then, the transition of *Pink1*-mediated mitophagy was examined *in vivo*. In MCD_*C-Kit*^−^-BMC mice, the IF value of hepatic costaining of LC3B/COX4 was increased by 2.89-fold compared with that in MCD_*C-Kit*^−^-BMC mice (*p* < 0.05, Fig. 7F, G). Compared to those in MCD_*C-Kit*^−^-BMC mice, the mRNA and protein levels of Pink1, Parkin and LC3B were significantly increased, and those of p62 were obviously decreased in MCD_*C-Kit*^+^-BMC mice (Fig. 7H, I and J). These results suggested that BMT of *C-Kit*^+^-BMCs could ameliorate *Pink1*-mediated mitophagy and MCD-induced NASH *in vivo*.

**Fig. 6:**
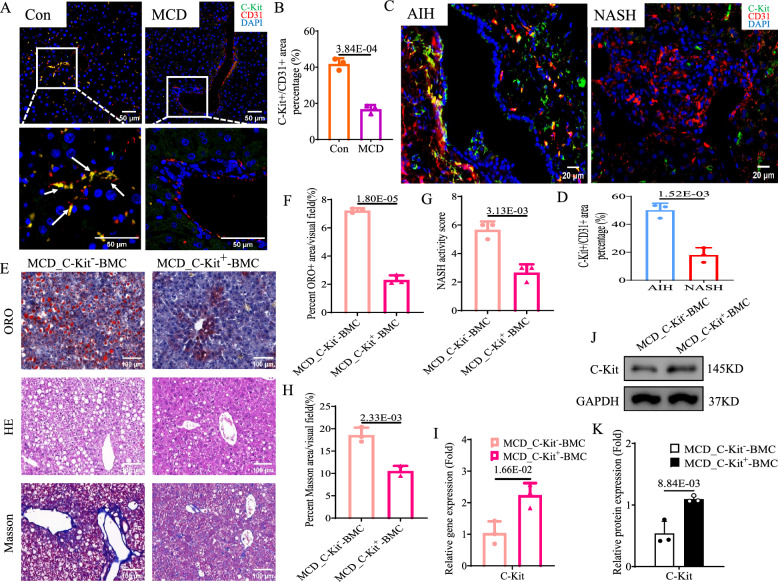
*C-Kit*^+^-LSECs were lack in NASH and BMT of *C-Kit*^+^-BMCs could protect against NASH *in vivo*. **A**, **B** Representative images and calculation of IF staining for C-KIT (green IF) and CD31 (red IF) in liver tissues of control and MCD mice (× 200). DAPI (blue) was used for nuclear staining. Arrows (yellow) indicated *C-Kit*^+^*CD31*^+^-LSECs. **C**, **D** Representative images and calculation of IF staining for C-KIT (green IF) and CD31 (red IF) in liver tissues of NASH and AIH patients (× 400). DAPI (blue) was used for nuclear staining. **C**–**K** We transplanted *C-Kit*^+^- or *C-Kit*^−^-BMCs into MCD mice. Images and calculation of ORO (E/F), H&E (E/G) and Masson (E/H) staining of liver tissues in 2 groups. **I** Hepatic *C-Kit* mRNA was examined by qPCR in 2 groups. **J**, **K** Hepatic protein levels of C-KIT were examined by western blot in 2 groups. The *p-*value indicated statistical significance compared to control mice, AIH patients or MCD_*C-Kit*^−^-BMC mice

**Fig. 7:**
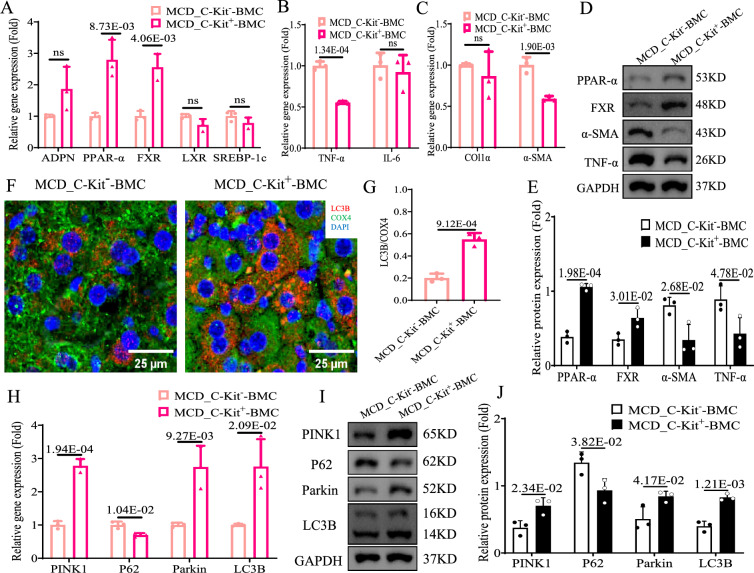
BMT of *C-Kit*^+^-BMCs might improve *Pink1*-mediated mitophagy and NASH *in vivo*. We transplanted *C-Kit*^+^- or *C-Kit*^−^-BMCs into MCD mice. **A**–**C** Hepatic mRNA was examined by qPCR in 2 groups: **A** *APDN, PPAR-α, FXR, LXR* and *SREBP-1c*; **B** *TNF-α* and *IL-6*; **C** *Col1a* and α*-SMA*. **D**, **E** Hepatic protein levels of PPAR-α, FXR, α-SMA, and TNF-α were examined by western blot in 2 groups. **F**, **G** IF staining and calculation of COX-4 (green IF) and LC3B (red IF) in liver tissues of 2 groups (× 400). DAPI (blue) was used for nuclear staining. The liver mRNA **H** and protein **I**, **J** levels of *Pink1*-mediated mitophagy pathway were examined by qPCR and western blot in 2 groups. The *p-*value indicated statistical significance compared to MCD_*C-Kit*^−^-BMC mice

## Discussion

NAFLD is the most frequent chronic liver disease worldwide, representing 25% of the population [8]. NASH, a liver condition characterized by steatosis, inflammation and/or fibrosis, can progress to cirrhosis. NAFLD (foretastes to increase 21%) and resulting NASH (increase 63%) are highly prevalent in the United States, where they are a growing cause of cirrhosis (increase 168%) and hepatocellular carcinoma (HCC, increase 137%), and they are expected to become the most common cause of liver transplants by 2030 [9]. Despite this substantial health and economic burden, therapeutic options for NAFLD/NASH remains limited owing to the lack of a deep understanding of the cellular and molecular mechanisms. LSECs represent 40% of the NPC population in the human liver [10]. Emerging literature implicates LSECs in the pathogenesis and progression of NAFLD/NASH [11]. During the evolution of NASH, LSECs undergo phenotypic changes as capillarization consisting of reduced size and number of fenestrae and deposition of basement membrane on the abluminal side [12]. Then LSECs secrete in response to lipotoxic stress and chemokines/cytokine stimulation who enhance the trafficking of immune cells to the liver [13]. Understanding when and how LSECs respond to the lipotoxic microenvironment of NASH is currently unclear.

A better understanding of the roles of different cell types in the process is critical for prevention and management of NASH. Recent technical advances in single-cell analysis have characterized distinct sub-populations of the LSECs, defined their gene expression profile, and broadened our understanding of their mechanistic role in NAFLD/NASH [3, 4, 6]. Our work also generated a single-cell signature that could represent a damaged LSEC population in MCD-induced NASH mice. Independent scRNA-seq analysis of single-LSEC filtrated out 3 meaningful clusters in MCD and control mice livers. (1) LSECs of cluster 0 specifically expressed *C-Kit*, *Cntfr*, *Gmpr*, *Wnt2* and so on. Interestingly, 67% cells of cluster 0 were *C-Kit*^+^, and *C-Kit* mRNA was downregulated in pLSECs of MCD mice (to be discussed later). Our data also showed 49%, 27%, 59% cells of cluster 0 were *Cntfr*^+^, *Gmpr*^+^*, Wnt2*^+^, and their mRNAs were upregulated in pLSCEs of MCD mice. There are no researches elaborate the role of *Cntfr* and *Gmpr* in LSECs. Ding et al. clarified that *Wnt2* would re-establish vascular niche in the liver sinusoids and restore hepatovascular regeneration as a LSEC-derived angiocrine factor [14]. Thus, our findings partly reflected that *Wnt2*^+^-LSECs were stimulated in NASH occurrence. (2) LSECs of cluster 1 universally expressed *Msr1, Efnb1/2*, *Il1a*, and so on. Approximate 73% cells of cluster 1 were *Msr1*^+^, and *Msr1* mRNA was upregulated in pLSECs of MCD mice. Govaere et al. found MSR1 expression was correlated with the degree of steatosis and steatohepatitis in NASH patients, while global knockout of *Msr1* played a protective role with decreased macrophages, less inflammation and improved lipid metabolism in NASH mice [7]. Our data also identified *Msr1*^+^-LSECs were stimulated in the progression of NASH. Then in cluster 1, our data showed 41%, 47%, 34% cells were *Efnb1*^+^, *Efnb2*^+^, *Il1a*^+^, and mRNAs of *Efnb1/2* were upregulated, while *Il1a* was downregulated in pLSCEs of MCD mice. There are no researches reveal the role of *Efnb1/2* and *Il1a* in LSECs. (3) Hepatic VECs of cluster 2 characteristically expressed *Samd5*, *Col6a3*, *Gpm6a*, *Bmp4* and *Selp*. In cluster 2, 70–75% VECs were *Bmp4*^+^*Selp*^+^, their mRNAs were downregulated in pLSECs of MCD mice. Gage et al. reported that *Bmp4*^+^-VECs engrafted into the mouse liver could significantly promote proliferation and mature to functional LSECs [15]. While the effect of *Selp*^+^-LSECs is still unknown, then the mechanism of *Bmp4*^+^*Selp*^+^-VECs in NASH livers need further explore. In addition in cluster 2, our data showed 30%, 25%, 46% cells were *Samd5*^+^, *Col6a3*^+^, *Gpm6a*^+^, and mRNAs of *Samd5*, *Col6a3*, *Gpm6a* were upregulated in pLSCEs of MCD mice. Nevertheless the role of these 3 genes in LSECs is unclear. The mechanisms of these subgroups of LSECs and their genomic feature would be interesting to explore. The mechanism of heterogeneity of the LSEC subpopulations, which were identified by the recent scRNA-seq technique, maybe combination of transcriptional regulators, epigenetic mechanisms, or microenvironmental factors [16]. Future work will have to address which transcription factors are responsible for LSEC heterogeneity.

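Outside the genes listed for it, cluster 0 differed between the libraries most in the globin genes and in *Ctgf*, a matricellular factor gene, which was at 101 CPM in the control and 713 CPM in the NASH cells, a log2 ratio of 2.81 (2.46 to 3.19). *Igfbp5* was at 2.56 (1.36 to 4.37) from 5 and 47 UMIs, but at -3.63 with a minimum of 1000 UMIs per cell. *Ednrb*, a receptor gene for endothelins, was at 2.17 (1.11 to 3.64) from 7 and 49 UMIs, the phosphodiesterase gene *Pde4b* at 1.87 (1.07 to 2.84), the interferon-induced gene *Ifit1* at 1.60 (0.79 to 2.59) and *Arrdc3* at 1.49 (1.05 to 1.97). Among the lowest ratios were those of *Rab3b*, a vesicle trafficking gene, at -2.39 (-3.13 to -1.74), the decoy receptor gene *Il13ra2* at -1.57 (-2.12 to -1.06), *Lgals1*, the galectin-1 gene, at -1.25 (-1.64 to -0.86) and the leukotriene synthase gene *Ltc4s* at -1.23 (-1.73 to -0.76). In lipid uptake and metabolism, 20 genes had a median of 0.30 (percentile 99.99), of which 6 were higher and 2 lower by 1.5 times or more, with *Fabp4* at 1.00, the cholesterol exporter gene *Abca1* at 0.75 and *Insig1* at -0.77. Genes of endothelial migration and angiogenesis had a median of 0.19 over 23 genes (percentile 99.7), with *Angpt2* at 0.85. Nuclear genes of oxidative phosphorylation were at -0.087 over 27 genes (percentile 9.45). Hepatocyte RNA in these cells was at 256 CPM in the control and 469 CPM in the NASH library. With the largest LSEC-like subcluster matched to cluster 1, the migration median was -0.15 and *Lgals1* was at 0.060.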

After MCD-induced NASH injury, we observed a key cluster of *C-Kit*^+^-LSECs with a changed phenotype. Usually, bone marrow-derived endothelial progenitor cells (EPCs) are *C-Kit*^+^ [17]. During EPC differentiation into mature ECs, circulating EPCs gradually lose the expression of *C-Kit* and then express mature EC markers (*CD31*, etc.) [18]. Subsequently, a group of hemangioblast-like cells were found in adult tissues as well, suggesting that such embryonic cells may reappear during the onset of disease [19]. Deng et al. first performed scRNA-seq analysis of the whole aorta and revealed that *C-Kit*^+^-cells were a major source of ECs in atheroprone regions of the aorta and transplant arteriosclerotic lesions [20]. Crosby et al. innovatively identified a *C-Kit*^+^-cell population with stem cell characteristics located in the hepatic portal area of adult cirrhotic and normal livers, and some cells were *CD31*^+^ [21]. We hypothesized that *C-Kit*^+^-LSECs were also hemangioblast-like cells, whose functions were unclear and lacked previous proof in NASH.

Recently, Duan et al. reported that LSEC senescence could promote steatosis by inactivating pericentral endothelium-derived *C-Kit*; while infusing *C-Kit*^+^-LSECs into aged NASH mice could counteract senescence and steatosis [22]. We first proved that *C-Kit*^+^-LSECs were markedly decreased in NASH by flow cytometry of pLSECs and IF staining of liver tissues (both in human and in mice). Compared to *C-Kit*^−^-LSECs, we secondly clarified that *C-Kit*^+^-LSECs had the abilities to reverse steatosis, inflammation and fibrosis of NASH; while upregulate prolipolytic FXR/PPAR-α, downregulate proinflammational TNF-α and profibtotic α-SMA *in vitro* and *in vivo*. However, the role of *C-Kit*^+^-LSEC derived factors in the evolution of NASH during liver injury is an area ripe for further investigation.

Damaged mitochondria release mitochondrial ROS and DNA into the cytosol, which acts as danger signals resulting in the hyperactivation of inflammatory signalling pathways [23]. Korski et al. proposed that oxidative stress, mitochondrial dysfunction and cellular energy imbalance could arrest early proliferation of *C-Kit*^+^-CPCs (cardiac progenitor cells) [24]; Rahman et al. also found pharmacologically inhibiting of mitochondrial fragmentation could retain the undifferentiated state of *C-Kit*^+^-CPCs [25]. Mitochondrial dysfunction is already assumed involved in the pathology of NASH with diverse mechanisms especially mitophagy (a selective autophagy eliminating damaged mitochondria to maintain mitochondrial homeostasis) [26]. *Pink1*-dependent mitophagy is a well-known signalling cascade that recognizes cargo through the polyubiquitination of mitochondrial proteins and recruits the autophagic machinery [27]. Gao et al. proved inhibiting *Pink1*-mediated mitophagy could promote pyroptosis in steatotic HCs in NASH [28]. We previously elucidated that inhibition of *Pink1*-mediated mitophagy would enhance HSC activation and accelerate liver fibrosis in NASH [29]. In this research, we unveiled that steatotic HCs, which cocultured with *C-Kit*^+^-LSECs *in vitro* or transplanted with *C-Kit*^+^-BMCs *in vivo*, exhibited more mitochondrial LC3B proteins, or less mitochondrial damage (mtKeima) and ROS products (mtSOX) through stimulating *Pink1*-mediated mitophagy pathway. Interestingly, the above-mentioned molecular pathways converge into a common point: mitochondrial dysfunction, which critically determines the activity of the oxidative phosphorylation cascade and is associated with early proapoptotic events and defects in fatty acid oxidation [30]. Therefore, *C-Kit*^+^-LSECs participate in alleviation of NASH by improving hepatic mitochondrial function, steatohepatitis and fibrosis*. C-Kit* mediated *Pink1*-related mitophagy maybe one of the complementary mechanisms underlying mitochondrial adaptation in NASH.

In summary, a novel transcriptomic view of LSECs was revealed to have heterogeneity and complexity in NASH by scRNA-seq analysis. Three subgroups of LSECs were summarized in detail based on DEGs and GO and KEGG enrichment in NASH. Importantly, a cluster of *C-Kit*^+^-LSECs was confirmed to stimulate *Pink1*-related mitophagy and recovery NASH progression.

### Supplementary Information

**Additional file 1: Table S1.** Antibodies used in IF/IHC, Flow Cytometry and western blot. **Table S2.** Primers used in qPCR. **Table S3.** Statistical analyses used in the methods. **Table S4.** The top 10 representative DEGs of cluster 0, 1, 2 from LSECs. **Figure S1.** Histological examination of mice model. **Figure S2.** Expression of 6 DEGs of cluster 0. **Figure S3.** Expression of 6 DEGs of cluster 1. **Figure S4.** Expression of 5 DEGs of cluster 2.

## Data Availability

The datasets generated during and/or analyzed during the current study are available from the corresponding author on reasonable request. Sequence data that support the findings of this study is available through GEO database (number GSE225786).

# Supplementary material for: Single-cell transcriptome reveals a novel mechanism of C-Kit+-liver sinusoidal endothelial cells in NASH
**Source:** Cell Biosci. 2024 Mar 9;14:31. doi: 10.1186/s13578-024-01215-7
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Antibodies used in IF/IHC, Flow Cytometry and western blot. Table S2. Primers used in qPCR. Table S3. Statistical analyses used in the methods. Table S4. The top 10 representative DEGs of cluster 0, 1, 2 from LSECs. Figure S1. Histological examination of mice model. Figure S2. Expression of 6 DEGs of cluster 0. Figure S3. Expression of 6 DEGs of cluster 1. Figure S4. Expression of 5 DEGs of cluster 2.

**ADDITIONAL MATERIAL**

**Single‑cell transcriptome reveals a novel mechanism of C-Kit^+^-liver sinusoidal endothelial cells in NASH**

Hui-Yi Li^1#^, Yu-Xuan Gao^1#^, Jun-Cheng Wu^3#^, Jing-Ze Li^4^, Seng-Wang Fu^2*^, Ming-Yi Xu^1*^

**ABBREVIATION**

nonalcoholic fatty liver disease (NAFLD)

nonalcoholic steatohepatitis (NASH)

hepatocytes (HCs)

kupffer cells (KCs)

hepatic stellate cells (HSCs)

liver sinusoidal endothelial cells (LSECs)

single-cell RNA sequencing (scRNA-seq)

endothelial cells (ECs)

nonparenchymal cells (NPCs)

methionine-choline deficient diet (MCD)

KIT proto-oncogene, receptor tyrosine kinase (C-Kit)

primary bone marrow cells (pBMCs)

magnetic activated cell sorting (MACS)

hematoxylin-eosin (H&E)

oil red O (ORO)

Masson trichrome (Masson)

immunohistochemistry (IHC)

primary HCs (pHCs)

primary LSECs (pLSECs)

primary HSCs (pHSCs)

short-hairpin RNA (shRNA)

1. *Kit* overexpression (ov-*C-Kit*)

unique molecular identifiers (UMI)

principal component analysis (PCA)

t-distributed Stochastic Neighbor Embedding (t-SNE)

uniform manifold approximation and projection (UMAP)

differential expressed gene (DEG)

minimum (min.)

percentage (pct)

Kyoto Encyclopedia of Genes and Genome pathways (KEGG)

Gene Ontology (GO)

biological processes (BP)

cell components (CC)

molecular functions (MF)

quantitative real-time PCR (qPCR)

palmitic acid (PA)

primary HCs (pHCs)

primary HSCs (pHSCs)

immunofluorescence (IF)

mitochondrial-SOX (mtSOX)

mitochondrial-Keima (mtKeima)

tumor necrosis factor -α (TNF-α)

smooth muscle actin-α (α-SMA)

cytochrome c oxidase subunit 4 (COX4)

light chain 3B (LC3B)

reactive oxygen species (ROS)

vascular endothelial growth factor (Vegfr)

transforming growth factor-β1 (TGF-β1)

lymphatic vessel endothelial receptor 1 (*Lyve1*)

stabilin 2 (*Stab2*)

recombinant ephrin b2 (*Efnb2*)

vascular ECs (VECs)

von Willebrand factor (*Vwf*)

recombinant R-spondin 3 (*Rspo3*)

ciliary neurotrophic factor receptor (*Cntfr*)

guanosine monophosphate reductase (*Gmpr*)

percentage fold change (pct-FC)

hyaluronic acid (HA)

macrophage scavenger receptor 1 (*Msr1*)

ephrin b (*Efnb*)

interleukin 1a (*Il1a*)

sterile alpha motif domain 5 (*Samd5*)

bone morphogenetic protein 4 (*Bmp4*)

collagen 6α3 (*Col6a3*)

glycoprotein m6a (*Gpm6a*)

selectin P (*Selp*)

extracellular matrix (ECM)

adiponectin (ADPN)

Farnyl derivative X receptor (FXR)

peroxisome proliferator-activated receptor-α (PPAR-α)

liver X receptor (LXR)

phosphatase and tensin induced putative kinase 1 (*Pink1*)

endothelial progenitor cell (EPC)

free fatty acid (FFA)

cardiac progenitor cell (CPC)

**SUPPLEMENTAL METHODS**

**Histological identification of mice model**

Mouse liver tissue sections were prepared and stained with H&E (hematoxylin-eosin), Masson (Masson trichrome) and ORO (oil red O). Immunohistochemistry (IHC) of liver macrophages were detected using anti-mouse F4/80 antibody. F4/80 positive cells were counted. Steatohepatitis, lipid droplets, fibrosis and inflammatory infiltration of liver were observed by light microscopy (Leica Microsystems, Wetzlar, Germany). Images were analyzed using Image J 1.8.0 software (National Institutes of Health, USA). A diagnosis of NASH activity score was evaluated by the pathologist according to the published criteria ^[1]^, which was determined by steatosis, inflammation and balloon swelling.

**Mouse primary cells isolation and culture**

**Primary LSECs (pLSECs)**

pLSECs were isolated from C57BL/6 male mice (standard diet as control group, MCD diet as MCD group for 6-weeks) as previously described ^[2]^. Mouse livers were perfused through the inferior vena cava with warm collagenase (Roche, Basel, Switzerland), and the portal vein was sectioned. The liver was removed and mechanically dissociated. Cells were isolated by centrifugation through Percoll gradients (Yeasen Biotech Co. Ltd.) to obtain pLSECs. The pLSECs were cultured in ECM media (ScienCell, Carlsbad, CA, USA) supplemented with 5% fetal bovine serum (FBS; Invitrogen, Carlsbad, CA, USA), antibiotics and antimycotics (Sigma-Aldrich, St. Louis, MO, USA).

**Primary HCs (pHCs) and HSCs (pHSCs)**

Isolation of PHCs and pHSCs were isolated from C57BL/6 mice as our previously study ^[2]^. pHSCs were isolated using a gradient centrifugation method. After perfusing the livers with collagenase and pronase (Roche), the pHSCs were isolated by Nycodenz density gradient (Sigma-Aldrich) centrifugation. The cells were subsequently cultured in DMEM (HyClone South Logan, UT, USA) supplemented with 10% FBS and antibiotics. PHCs were isolated using a two-step collagenase digestion method. PHCs were cultured with M199 medium (Gibco) supplemented with 10% FBS and antibiotics. After 1-7 days in culture, the cells were harvested for the subsequent experiments.

**Primary BMCs (pBMCs)**

Isolation of pBMCs was referred to previously reported method ^[3]^. The 6-weeks C57BL/6 male mice (n=5) were euthanized utilizing CO_2_. Dissect the skin of bilateral lower limbs, isolate femur and tibia completely. Cut both ends of the tibia or femur, rinse the bone marrow cavity with buffer through a syringe. Filter the flush solution and centrifuge at 600G for 5 min (4℃) to obtain the resuspension of pBMCs. The pBMCs were subsequently cultured in DMEM supplemented with 10% FBS and antibiotics. Determine cell concentration with automated cell counter. Typical yield can range from 1×10^7^ to 1.2×10^7^ progenitor cells/mouse.

**Cell line**

TMNK-1 (human LSEC), HepG2 (human hepatoma cell) and LX2 (human HSC) were cultured in DMEM containing 10% FBS and antibiotics. Before *in vitro* experiment, cells were first incubated in serum-free media overnight. To induce a lipotoxic environment, TMNK-1 cells were pretreated with palmitic acid (PA, 200 μM; Sigma-Aldrich) or 3% BSA as the vehicle control for 24 hours. LX2 cells were pretreated with transforming growth factor-β1 (TGF-β1, 10 ng/ml; Sigma-Aldrich) for 24 hours.

**Cell line transfection**

Logarithmic growth of TMNK-1 cells was selected and seeded into 6-well plates at a density of 1×10^5^ cells /mL with 2 ml of DMEM supplemented with 10% FBS, and cultured at 37℃ with 5% CO_2_. Transfection was conducted at 40-60% confluence. Lipofectamine 3000 (Invitrogen) was used for transfection of plasmids into TMNK-1 cells according to the manufacturer’s protocol. Transduction effectiveness was investigated following 48 hours through reverse transcription quantitative polymerase chain reaction (RT-qPCR).

**ScRNA-seq analysis**

**Single-cell solution preparation**

Liver tissues were cut into about 1-2mm^3^ pieces and digested in Solo^TM^ Tumor Dissociation Kit at 37°C for 30-60 minutes. Then we stopped enzymatic digestion with excess RPMI-1640 medium, and filtered cell with 40 μm cell strainer. NPCs were available in the final single-cell analysis. Single cell solution was kept on ice before loading to BD Rhapsody cartridge for single cell transcriptome capture (Sinotech Genomics Co. Ltd., Shanghai, China). Samples from MCD induced NASH and control groups were pooled separately for scRNA-seq analysis.

**Single-cell transcriptome, library construction and sequencing**

Cells were loaded in one BD Rhapsody microwell cartridge and lysed with lysis buffer, and the cell capture beads were retrieved and washed prior to performing reverse transcription. The microbead-captured single-cell transcriptome was converted into a cDNA library containing cell labels and UMI information.

**Sequencing data processing**

Raw sequencing reads of the cDNA library were processed through the BD Rhapsody Whole Transcriptome Assay Analysis Pipeline (v1.8), which included filtering by read quality, annotating reads, annotating molecules, determining putative cells and generating a single-cell expression matrix. Among all the output files, the matrix of UMI counts for each gene per cell was used for downstream analysis. Genome Reference Consortium Mouse Build 38 (GRCm38) was used as a reference for the BD pipeline.

**Reference**

1. Younossi ZM, Loomba R, Anstee QM, et al. Diagnostic modalities for nonalcoholic fatty liver disease, nonalcoholic steatohepatitis, and associated fibrosis. Hepatology. 2018; 68: 349-360.
2. Tao L, Ma W, Wu L, et al. Glial cell line-derived neurotrophic factor (GDNF) mediates hepatic stellate cell activation via ALK5/Smad signalling. Gut. 2019; 68: 2214-2227.
3. Bi Y, Guo X, Zhang M, et al. Bone marrow derived-mesenchymal stem cell improves diabetes-associated fatty liver via mitochondria transformation in mice. Stem Cell Res Ther. 2021;12: 602.

**Additional Material**

**Table S1 Antibodies used in IF/IHC, Flow Cytometry and western blot**

| **Antibody** | **Species** | **Manufacturer** | **Catalog #** | **Application** | **Concentration (mg/ml)** |
| --- | --- | --- | --- | --- | --- |
| F4/80 | mouse | Abcam | ab6640 | IHC | 1 |
| C-Kit | mouse/human | Affinity | BF8286 | Flow cytometry, IF, western blot | 0.5 |
| CD31 | human | Affinity | AF0077 | Flow Cytometry, IF | 1 |
| Alexa Fluor 488 anti-mouse CD31 | mouse | BioLegend | 102414 | Flow Cytometry, IF | 0.5 |
| Alexa Fluor 647 Conjugate | mouse | Cell Signaling Technology | 4418S | Flow Cytometry | 2 |
| α-SMA | mouse | Abcam | ab124964 | IF | 0.147 |
| TNF-α | mouse | Abcam | ab183218 | IF | 0.476 |
| LC3B | mouse | Abcam | ab63817 | IF, western blot | 0.5 |
| COX4 | mouse | Abcam | ab33985 | IF | 1 |
| Alexa Fluor 488 AffiniPure Donkey Anti-Rabbit IgG IgG(H+L) | mouse | Yeasen | 34106ES60 | IF | 0.75 |
| Alexa Fluor 594 AffiniPure Donkey Anti-Rabbit IgG (H+L) | Rabbit | Yeasen | 34212ES60 | IF | 0.75 |
| PPAR-α | mouse | Proteintech | 66826-1-Ig | western blot | 1 |
| FXR | mouse | Proteintech | 25055-1-AP | western blot | 0.9 |
| α-SMA | mouse | Proteintech | 14395-1-AP | western blot | 0.5 |
| TNF-α | mouse | Proteintech | 60291-1-Ig | western blot | 2 |
| PNIK1 | mouse | Affinity | DF7742 | western blot | 1 |
| P62 | mouse | Proteintech | 66184-1-Ig | western blot | 2 |
| Parkin | mouse | Affinity | AF0235 | western blot | 1 |
| Rabbi anti-GAPDH | rabbit | Goodhere | AB-P-R 001 | western blot | 1 |
| HRP Conjugated AffiniPure Goat Anti-Rabbit IgG (H+L) | rabbit | Boster | BA1054 | western blot | 1 |

**Table S2 Primers used in qPCR**

| **Gene** | **species** | **GenBank Accession** | **Exon Location** | **Primer Sequence (5'-3')** |
| --- | --- | --- | --- | --- |
| *C-Kit* | human | NM_000222 | 1174-1289  bp | F: GCACCGAAGGAGGCACTTAC R: AATCCTGCTGCCACACATTG |
| *Cntfr* | human | NM_001842 | 256-489  bp | F: CTGGGCTCTGACGTGACAC R: GTGGAAGCAGGCGTAGAGG |
| *Gmpr* | human | NM_006877 | 655-761  bp | F: GAGTGCCGTCATTGAGTGTG R: TCCGTATGACCCGAAAACAT |
| *Wnt2* | human | NM_003391 | 1-152  bp | F: CCGAGGTCAACTCTTCATGGT R: CCTGGCACATTATCGCACAT |
| *Msr1* | human | NM_002445 | 55-161  bp | F: GCAGTGGGATCACTTTCACAA R: AGCTGTCATTGAGCGAGCATC |
| *Efnb2* | human | NM_004093 | 1-820  bp | F: TATGCAGAACTGCGATTTCCAA R: TGGGTATAGTACCAGTCCTTGTC |
| *Il1a* | human | NM_000575 | 156-378  bp | F: TGGTAGTAGCAACCAACGGGA R: ACTTTGATTGAGGGCGTCATTC |
| *Efnb1* | human | NM_004429 | 1-884  bp | F: TGGAGCCCGTATCCTGGAG R: TTGGGGTCGAGAACTGTGCTA |
| *Tgfb2* | human | NM_001135599 | 1-1712  bp | F: CAGCACACTCGATATGGACCA R: CCTCGGGCTCAGGATAGTCT |
| *Fmo2* | human | NM_001460 | 61-198  bp | F: GGAGTGTGGAGGTTCAAAGAG R: TGCTGGTGTTGGTAACGACAG |
| *Prss23* | human | NM_007173 | 111-3713  bp | F: TGTGCTGTTGGGCAAGTGAG R: AGTTCCCTTATGACACTGGGG |
| *Samd5* | human | NM_001030060 | 1-698  bp | F: CACCAACATAGTTTACGAGTGGC R: TAGCCGTTATCCACGAAGGAC |
| *Bmp4* | human | NM_001202 | 402-778  bp | F: ATGATTCCTGGTAACCGAATGC R: CCCCGTCTCAGGTATCAAACT |
| *Col6a3* | human | NM_057166 | 213-333  bp | F: ATGAGGAAACATCGGCACTTG R: GGGCATGAGTTGTAGGAAAGC |
| *Gpm6a* | human | NM_005277 | 145-337  bp | F: ATTCCCTATGCCTCTCTGATTGC R: GCCATCTCAAAGTAGGTTTGCAG |
| *Wnt9b* | human | NM_003396 | 391-656  bp | F: TGTGCGGTGACAACCTCAAG R: ACAGGAGCCTGATACGCCAT |
| *Edn1* | human | NM_001168319 | 334-499  bp | F: AGAGTGTGTCTACTTCTGCCA R: CTTCCAAGTCCATACGGAACAA |
| *Fstl1* | human | NM_007085 | 265-394  bp | F: GAGCAATGCAAACCTCACAAG  R: CAGTGTCCATCGTAATCAACCTG |
| *Selp* | human | NM_003005 | 145-531  bp | F: ACTGCCAGAATCGCTACACAG R: CACCCATGTCCATGTCTTATTGT |
| *Rbms3* | human | NM_001003793 | 687-895  bp | F: GGGGAACAGTTGAGTAAAACCA  R: ACAATTTTTCCATACGGTTGGCA |
| *β-actin* | human | NM_001101 | 448-886  bp | F: CATGTACGTTGCTATCCAGGC R: GGCTGTATTCCCCTCCATCG |
| *FXR* | human | NM_001206978 | 391-545  bp | F: AGAGATGGGAATGTTGGCTGA  R: TTGTCGAGGTCACTTGTCGC |
| *PPAR-α* | human | NM_005036 | 338-498  bp | F: GGACAAGGCCTCAGGCTATC  R: CCAGGACGATCGTTGTGTGA |
| *LXR* | human | NM_007121 | 482-678  bp | F: GGGAGCAGTGCGTCCTTT  R: GCCACCAACTGCTGGATCAT |
| *TNF-α* | human | NM_000594 | 435-582  bp | F: CTCTTCAAGGGCCAAGGCTG  R: TGGAAGACCCCTCCCAGATA |
| *IL-6* | human | NM_000600 | 246-407  bp | F: AGAGGCACTGGCAGAAAACA  R: CAGCTCTGGCTTGTTCCTCA |
| *Col1α* | human | NM_000088 | 1746-1887  bp | F: CAGGCTGGTGTGATGGGATT  R: GGGCCTTGTTCACCTCTCTC |
| *α-SMA* | human | NM_001613 | 299-469  bp | F: CAATGAGCTTCGTGTTGCCC  R: GTGGGTGACACCATCTCCAG |
| *LC3B* | human | NM_022818 | 63-266  bp | F: CGAACAAAGAGTAGAAGATGTCCG  R: AGATTGGTGTGGAGACGCTG |
| *C-Kit* | mouse | NM_001122733 | 841-1013  bp | F: GCCAGGAGACGCTGACTATC  R: TGGGGTAGGCCTCGTATTCA |
| *ADPN* | mouse | NM_197985 | 269-304  bp | F: GGCCCATCATGCTATGGAAC  R: GTGAGGGATCACTCGCCATC |
| *PPAR-α* | mouse | NM_011144 | 34-144  bp | F: AGAGCCCCATCTGTCCTCTC  R: ACTGGTAGTCTGCAAAACCAAA |
| *FXR* | mouse | NM_001163504 | 124-143  bp | F: GGCAGAATCTGGATTTGGAATCG  R: GCTGAACTTGAGGAAACGGG |
| *LXR* | mouse | NM_013839 | 466-525  bp | F: AGGAGTGTCGACTTCGCAAA  R: CTCTTCTTGCCGCTTCAGTTT |
| *SREBP-1c* | mouse | NM_011480 | 553-711  bp | F: GCAGCCACCATCTAGCCTG  R: CAGCAGTGAGTCTGCCTTGAT |
| *TNF-α* | mouse | NM_013693 | 253-271  bp | F: CCCTCACACTCAGATCATCTTCT  R: GCTACGACGTGGGCTACAG |
| *IL-6* | mouse | NM_031168 | 511-542  bp | F: TAGTCCTTCCTACCCCAATTTCC  R: TTGGTCCTTAGCCACTCCTTC |
| *Col1α* | mouse | NM_007742 | 49-113  bp | F: GCTCCTCTTAGGGGCCACT  R: CCACGTCTCACCATTGGGG |
| *α-SMA* | mouse | NM_007392 | 137-196  bp | F: GTCCCAGACATCAGGGAGTAA  R: TCGGATACTTCAGCGTCAGGA |
| *P62* | mouse | NM_011018 | 228-365  bp | F: AGGATGGGGACTTGGTTGC  R: TCACAGATCACATTGGGGTGC |
| *LC3B* | mouse | NM_026160 | 124-186  bp | F: TTATAGAGCGATACAAGGGGGAG  R: CGCCGTCTGATTATCTTGATGAG |

* The used concentration of primers in the table was 10 μmol/L. The amplification efficiency of primers is between 90% and 110%.

**Table S3 Statistical analyses used in the methods**

| **Method** | **Statistical analyses** | **Analysis software** |
| --- | --- | --- |
| DEGs in scRNA-seq | Wilcoxon test and Bonferroni correction | Seurat v3.0 package |
| KEGG/GO analyses in scRNA-seq | Fisher's exact test and FDR | ClusterProfiler package |
| PCR/western blot validation | unpaired Student’s t test | SPSS 19.0 software |
| Flow cytometry | unpaired Student’s t test | SPSS 19.0 software |
| Semi-quantitative calculation of IF/IHC images | unpaired Student’s t test | SPSS 19.0 software |
| Semi-quantitative calculation of images (H&E, ORO, Masson) | unpaired Student’s t test | SPSS 19.0 software |

**Table S4 The top 10 representative DEGs of cluster 0, 1, 2 from LSECs**

| **Cluster 0** | **Ensemble ID** | ***Gene*** | **avg_logFC** | **pct of cluster 0** | **pct of other clusters** | **adj p-val** | **pct-**  **FC** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1 | ENSMUSG00000005672 | *C-Kit* | 0.63 | 0.67 | 0.40 | 3.43E-53 | 1.68 |
| 2 | ENSMUSG00000028444 | *Cntfr* | 0.48 | 0.49 | 0.30 | 4.60E-24 | 1.61 |
| 3 | ENSMUSG00000000253 | *Gmpr* | 0.29 | 0.27 | 0.18 | 5.45E-06 | 1.53 |
| 4 | ENSMUSG00000010797 | *Wnt2* | 0.30 | 0.59 | 0.38 | 6.31E-17 | 1.53 |
| 5 | ENSMUSG00000029762 | *Akr1b8* | 0.28 | 0.31 | 0.21 | 7.12E-06 | 1.47 |
| 6 | ENSMUSG00000083929 | *Gm10600* | 0.32 | 0.25 | 0.17 | 1.41E-03 | 1.46 |
| 7 | ENSMUSG00000031129 | *Slc9a9* | 0.27 | 0.29 | 0.20 | 6.12E-04 | 1.42 |
| 8 | ENSMUSG00000021379 | *Id4* | 0.35 | 0.48 | 0.34 | 3.76E-12 | 1.40 |
| 9 | ENSMUSG00000003948 | *Mmd* | 0.37 | 0.32 | 0.23 | 1.00E-06 | 1.40 |
| 10 | ENSMUSG00000032946 | *Rasgrp2* | 0.38 | 0.43 | 0.31 | 4.35E-11 | 1.40 |
| **Cluster 1** | **Ensemble ID** | ***Gene*** | **avg_logFC** | **pct of cluster 1** | **pct of other clusters** | **adj p-val** | **pct-**  **FC** |
| 1 | ENSMUSG00000025044 | *Msr1* | 1.13 | 0.73 | 0.23 | 8.61E-135 | 3.20 |
| 2 | ENSMUSG00000001300 | *Efnb2* | 0.64 | 0.47 | 0.18 | 1.54E-48 | 2.68 |
| 3 | ENSMUSG00000027399 | *Il1a* | 0.48 | 0.34 | 0.15 | 1.27E-24 | 2.32 |
| 4 | ENSMUSG00000031217 | *Efnb1* | 0.44 | 0.41 | 0.21 | 6.53E-23 | 2.00 |
| 5 | ENSMUSG00000066363 | *Serpina3f* | 0.31 | 0.28 | 0.15 | 1.79E-09 | 1.86 |
| 6 | ENSMUSG00000019846 | *Lama4* | 0.44 | 0.44 | 0.24 | 3.44E-21 | 1.84 |
| 7 | ENSMUSG00000041361 | *Myzap* | 0.26 | 0.27 | 0.15 | 2.21E-08 | 1.83 |
| 8 | ENSMUSG00000027314 | *Dll4* | 0.46 | 0.55 | 0.31 | 1.79E-25 | 1.78 |
| 9 | ENSMUSG00000021903 | *Galnt15* | 0.32 | 0.28 | 0.17 | 2.33E-07 | 1.70 |
| 10 | ENSMUSG00000033350 | *Chst2* | 0.38 | 0.43 | 0.26 | 9.55E-14 | 1.63 |
| **Cluster 2** | **Ensemble ID** | ***Gene*** | **avg_logFC** | **pct of cluster 2** | **pct of other clusters** | **adj p-val** | **pct-**  **FC** |
| 1 | ENSMUSG00000039239 | *Tgfb2* | 0.82 | 0.30 | 0.01 | 1.53E-122 | 42.86 |
| 2 | ENSMUSG00000040170 | *Fmo2* | 1.75 | 0.32 | 0.01 | 2.20E-131 | 36.00 |
| 3 | ENSMUSG00000039405 | *Prss23* | 0.79 | 0.30 | 0.01 | 6.47E-119 | 33.33 |
| 4 | ENSMUSG00000060487 | *Samd5* | 0.729 | 0.30 | 0.01 | 4.59E-117 | 30.20 |
| 5 | ENSMUSG00000021835 | *Bmp4* | 2.08 | 0.70 | 0.03 | 5.68E-289 | 23.27 |
| 6 | ENSMUSG00000048126 | *Col6a3* | 0.63 | 0.25 | 0.01 | 7.63E-88 | 21.00 |
| 7 | ENSMUSG00000031517 | *Gpm6a* | 1.14 | 0.46 | 0.02 | 3.50E-167 | 19.87 |
| 8 | ENSMUSG00000022816 | *Fstl1* | 0.85 | 0.31 | 0.02 | 1.74E-103 | 17.22 |
| 9 | ENSMUSG00000026580 | *Selp* | 1.62 | 0.75 | 0.04 | 4.07E-283 | 16.93 |
| 10 | ENSMUSG00000039607 | *Rbms3* | 1.14 | 0.49 | 0.03 | 1.09E-164 | 15.25 |

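The table ranks genes by the percentage-fold change (pct-FC), the share of cells of a cluster with at least 1 UMI of the gene divided by that share in the other clusters. This share rises with the depth of a cell, so a cluster of shallower cells gives lower shares for the same level. The avg_logFC compares mean expression after log normalization. Over the 22 genes of the table analysed here, 16 had a higher share and 20 a higher CPM in their own cluster than in the other subclusters. The p-values of the table take single cells as replicates, and the clusters were formed from the same counts. None was computed here.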

*pct, percentage; avg_logFC, average of log fold change; adj p-val, adjust p-value; pct-FC, percentage-fold change.

**Additional Figure Legends**

**Figure S1 Histological examination of mice model**

Representative images of H&E staining (A), Masson (B), ORO (C) and IHC of F4/80 staining (D) of livers from control mice (n=3) and MCD fed mice (n=3). NASH activity scores including steatosis, inflammation and ballooning (E), Masson (F), ORO (G) and IHC F4/80 (H) in liver sections were calculated between 2 groups. Scale bar=100 μm in (A-C); Scale bar=200 μm in (D).

Data were showed as the mean ± SEM. The *p-*values were calculated using an unpaired Student’s t test. *p*-value means the statistical significance compared to control (Con) mice

**Figure S2** **Expression of 6 DEGs of cluster 0**

Paired tSNE plots (left) and violin plots (right) of 6 DEGs among the top 10 DEGs: (A) *Akr1b8*, (B) *Gm10600*, (C) *Slc9a9*, (D) *Id4*, (E) *Mmd* and (F) *Rasgrp2*.

**Figure S3** **Expression of 6 DEGs of cluster 1**

Paired tSNE plots (left) and violin plots (right) of 6 DEGs among the top 10 DEGs: (A) *Serpina3f*, (B) *Lama4*, (C) *Myzap*, (D) *Dll4*, (E) *Galnt15* and (F) *Chst2*.

**Figure S4 Expression of 5 DEGs of cluster 2**

Paired tSNE plots (left) and violin plots (right) of 5 DEGs among the top 10 DEGs: (A) *Tgfb2*, (B) *Fmo2*, (C) *Prss23*, (D) *Fstl1* and (E) *Rbms3*.

**
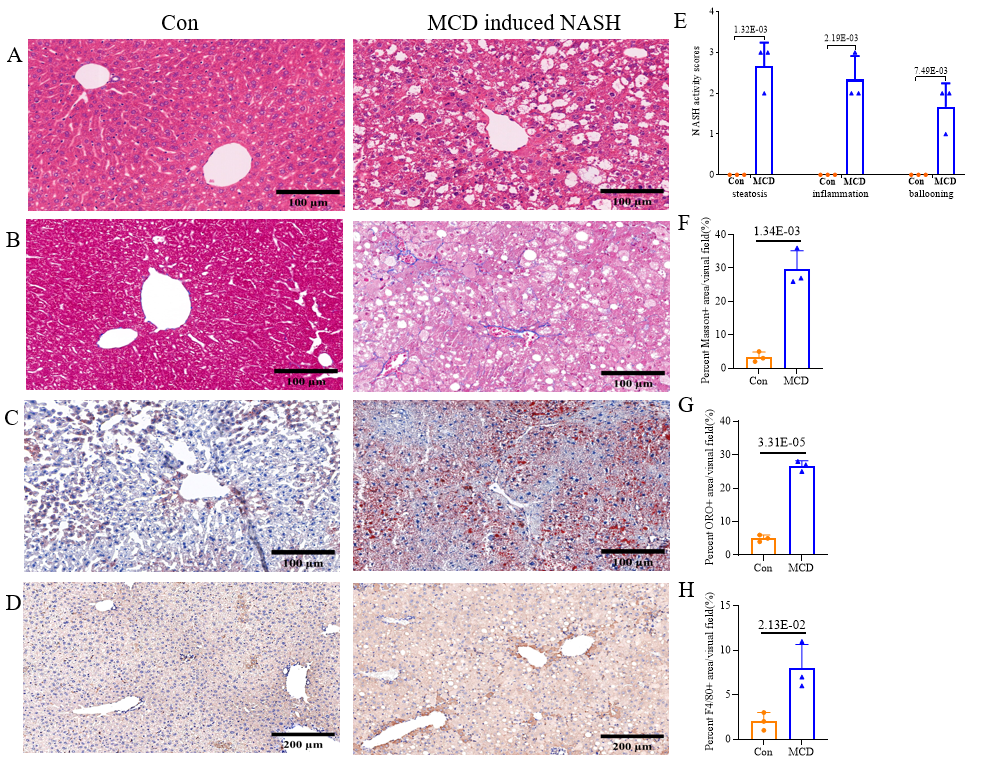
**

**
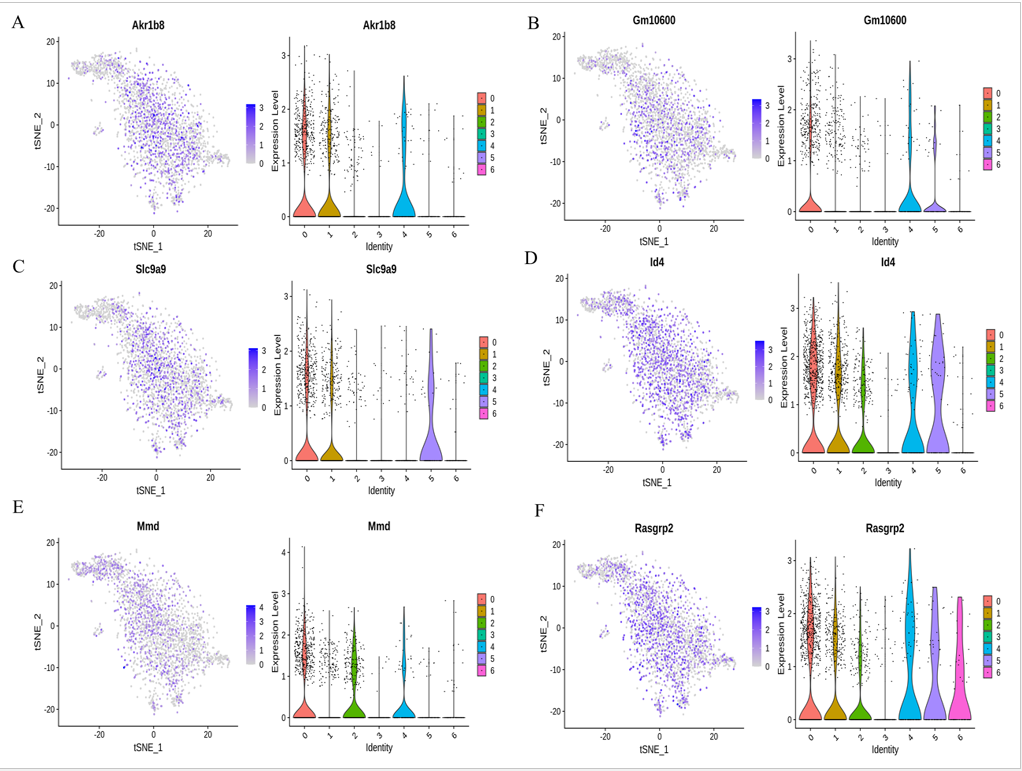
**

**
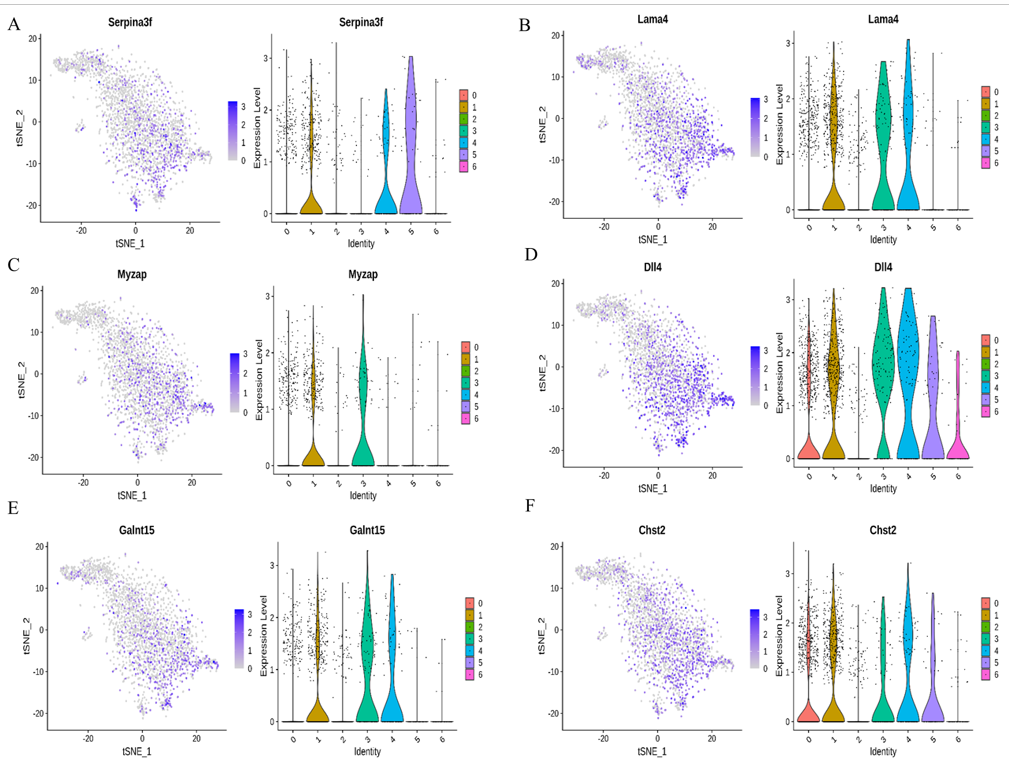
**

**
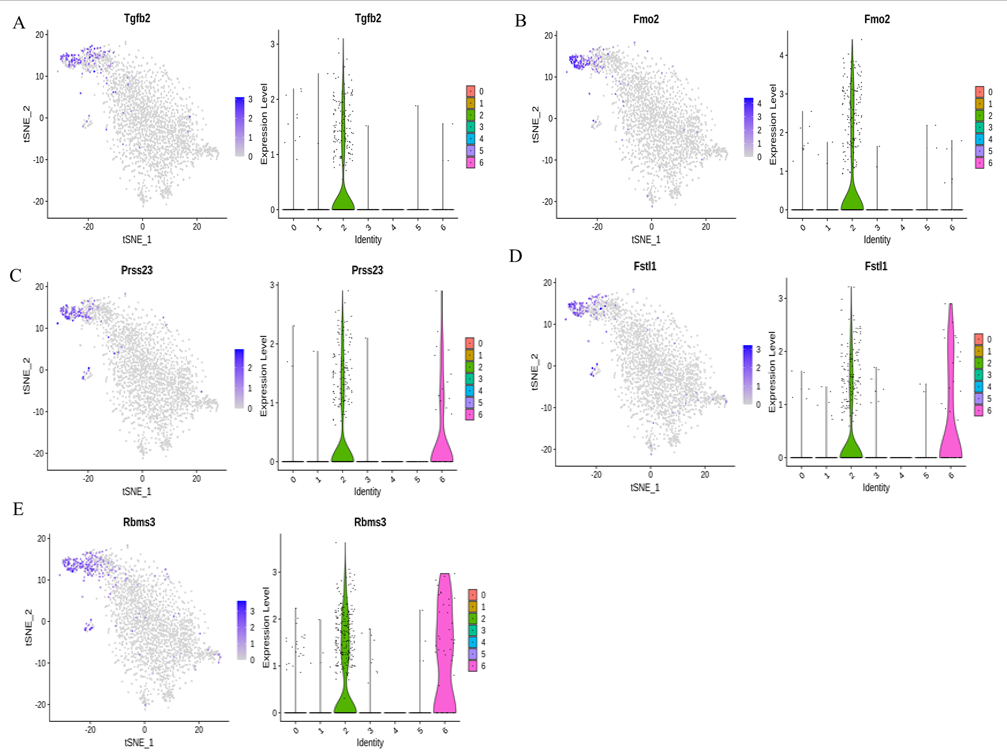
**

How the deposited data were processed for this re-analysis (not part of the article)

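The data are UMI counts per gene and cell of 2 libraries of liver NPCs, 1 from control mice and 1 from mice with MCD-induced NASH, each a pool of 3 mice after 6 weeks on the diet. The authors captured the cells on the BD Rhapsody platform and made the counts with the BD whole transcriptome pipeline and the GRCm38 genome, with no normalization in the tables used here. The annotation version behind the counts is not given in the sources used here. Positions of genes were taken from the GENCODE M21 annotation of GRCm38. Counts of 16383 genes were analysed, in alphabetical order up to *Rad54l2*, of which 12 carry a date in place of a symbol and were not named. Genes later in the alphabet, among them *Stab2*, *Vwf*, *Wnt2*, *Selp* and the mitochondrial genes, were not analysed here. Totals per cell therefore cover part of each library. The NASH columns were named by the order of the control table. In the NASH table 2613 columns hold no UMI, against 577 in the control, and 2270 are empty in the NASH table only, where a Poisson draw at the control level gives 1338. Of columns with at least 50 UMIs in the control 35 were empty in the NASH table, 33 of them immunoglobulin genes. Over blocks of 1000 columns the totals of both libraries had correlations across genes of 0.889 to 0.982 (median 0.977) in this order. Over blocks of 200 columns the lowest was 0.553 (median 0.979), close to the highest at a shift of -1 column, 0.552 (median 0.221).

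Cells with under 500 UMIs or under 200 genes were left out. Of the control cells 124 lay under the first and 7 under the second limit, and of the NASH cells 177 and 7. These counts overlap in each library. The paper's limit of 5% mitochondrial UMIs could not be applied. The remaining cells held a median of 1683 UMIs in the control and 1654 in the NASH library, and the cells before filtering ranged from 215 to 21822 UMIs in the control and from 254 to 18460 in the NASH library. Clustering used Seurat 5.3.0 with SeuratObject 5.2.0 in R 4.3.3, with log normalization to 10000 UMIs, 2000 variable genes, scaling with regression on total UMIs, 50 principal components and Louvain clustering at resolution 0.6. Libraries were merged without integration and doublets were kept, since the paper names neither step. The number of clusters turned on rounding in the linear algebra library. Of 3 kernels tried, one fixed beforehand for a repeatable run was kept although another gave the paper's number of clusters. Clusters were named by 21 lists of marker genes, and a name such as B cell stands for the class named by its markers. Endothelial clusters with at least 2% of the kept cells were clustered again with the same settings, since the paper gives none for the second round.

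The landmarks fixed for matching the subclusters to the paper's clusters 0, 1 and 2 included *Stab2*, *Wnt2*, *Rspo3*, *Wnt9b* and *Vwf*. The rule used in their place rests on the marker lists of LSECs and VECs among the 50 leading genes of each subcluster, with LSEC as the default. It also rests on *Efnb2* against its joint level in the LSECs, which separates cluster 1 from cluster 0. A VEC-like subcluster above the joint *Efnb2* level of the LSEC-like and VEC-like subclusters was left out of cluster 2. The rule was completed after the levels of *C-Kit*, *Msr1* and *Bmp4* per subcluster had been seen, although it uses none of them. The largest LSEC subcluster lay within counting error of the joint *Efnb2* level, so the match of clusters 0 and 1 is fragile.

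Levels are UMIs summed over the cells of a class and library, in CPM, and ratios are log2 ratios of NASH to control with 0.5 UMI added to each sum, for genes with at least 50 UMIs over both libraries. With 1 library per diet no test between diets was made and no p-value is given. Shares carry exact binomial 95% intervals, CPM exact Poisson intervals and ratios the interval of an exact binomial share of the summed UMIs, all for counting error only. A gene without a UMI in one library is given as a bound at 3 UMIs. Shares of cells with a UMI were also computed with each cell thinned to 1000 UMIs, a depth that at least 71.1% of the endothelial cells of each library reach. For 27 gene lists, fixed before the data were examined, the median log2 ratio was set beside 10000 random lists of equal size drawn from 20 bins of expression. Genes at 1.5 times or more either way were counted by size only. The rank of a gene among the 200 genes of nearest expression was computed after its ratio had been seen.

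The genes named are those the paper names for these data, the 12 genes with the highest and the 12 with the lowest ratio in each cluster or class, up to 4 members of each list with the largest ratios, and the leading genes of each cluster. The paper's table values had been seen before. *Efnb2*, *Ctgf* and other genes can fall under more than 1 of these. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for all values, and Scrublet in scanpy 1.11.5 for doublets. The ratio and list steps were tested on simulated data made from the LSECs. Among 6206 genes, the interval held the true ratio for 95.5% of unchanged genes and for 92% to 100% of 50 genes at each made fold. This does not show such coverage for genes whose UMIs gather in 1 cell, such as *Gpnmb* in Kupffer cells (103 of 158 UMIs). A list of 20 genes raised together lay at percentile 100, and 3.5% of 200 unchanged lists lay outside the percentiles 2.5 to 97.5.

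Alternatives set before the data were examined were a minimum of 1000 UMIs, no regression on total UMIs, 30 principal components, resolutions 0.4 and 0.8, variable genes without the 30 genes of Table S4, removal of Scrublet doublets, CCA integration, every endothelial cluster in the second round, thinned cells, the mean of CPM per cell, totals without hepatocyte and erythrocyte genes and ratios divided by their median. Mitochondrial limits of 10% and 20% were also set and were not run, because no mitochondrial gene was analysed. Alternatives chosen after seeing the data were a minimum of 300 UMIs and 120 genes, Scrublet with the control library's score limit in both libraries, another kernel, endothelial clusters under 3% left out, the largest LSEC subcluster matched to cluster 1 and the shallowest LSEC subcluster left out. Scrublet marked 52 control cells (1.24%) and 3 NASH cells (0.0809%) at its automatic limits. At the control library's limit it marked 39 NASH cells (1.05%).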

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

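The paper reports on endothelial cells, and these results lie in the macrophages of the same libraries, above their level in the control library. They were singled out by limits set after the values had been seen. Of the tests on *Gpnmb* in Kupffer cells, the one of free RNA alone was chosen after its result was seen, as were the comparisons of *Mmp12* and *Ctgf* with B and T cells and the values of neutrophils, to which the limits were not applied.

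Monocytes and monocyte-derived macrophages, led by genes such as *F13a1* and *Cx3cr1*, held 3.61% (95% interval 3.07 to 4.22) of the control and 9.596% (8.67 to 10.6) of the NASH cells. In them *Gpnmb*, which encodes a glycoprotein of phagocytic macrophages, was at 14.5 CPM from 7 UMIs in the control and 1424 CPM from 2140 UMIs in the NASH library, a log2 ratio of 6.52 (5.58 to 7.94). In Kupffer cells *Mmp12*, the macrophage elastase gene, was at 1.27 CPM from 4 UMIs in the control and 98.8 CPM from 232 UMIs in the NASH library, a log2 ratio of 6.12 (4.91 to 8.17). Of the 232 UMIs 151 lay in 1 cell. At 1000 UMIs per cell the share of NASH Kupffer cells with a UMI was 1.37% (0.504 to 2.96). It was no higher than that of B cells (1.54%, up to 5.45), while T cells had none (up to 1.28%), an interval that overlaps that of Kupffer cells. Expression by Kupffer cells at large is therefore not shown. *Ctgf* in Kupffer cells rested on 12 and 134 UMIs, a log2 ratio of 3.86 (3.06 to 4.90), at 57.0 CPM in the NASH library, where LSECs held it at 669.7 CPM and B cells at 118 (78.3 to 170) CPM from 28 UMIs, 12 of them in 1 cell. T cells held it at 40.5 (25.4 to 61.3) and neutrophils at 32.6 (12.0 to 70.9) CPM, and the interval of Kupffer cells, 47.8 to 67.6 CPM, overlaps both, so expression by Kupffer cells is not shown. Genes of sinusoidal endothelial identity were higher in the same Kupffer cells, with a median log2 ratio of 0.57 over 13 genes.

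*Gpnmb* in Kupffer cells rested on 1 UMI in the control and 158 UMIs in the NASH library, a log2 ratio of 7.15 (5.23 to 13.0), and 103 of the 158 UMIs lay in 1 cell. Free RNA alone is argued against, since 4 cells held at least 5 *Gpnmb* UMIs where a draw in proportion to depth gives 0.0891, and the UMIs lay in 32 cells where it gives 127. By the comparison set beforehand, at 1000 UMIs per cell, the share of Kupffer cells with a UMI was 3.65% (2.10 to 5.86), within the interval of T cells (3.497%, up to 6.34), while B cells had none (up to 2.80), and T cells held it at 3.04% in the control library too, where Kupffer cells had none. Free RNA together with wells that held 2 cells therefore cannot be told apart from expression. In neutrophils *Gpnmb* had no UMI in the control and 131 UMIs in the NASH library, all in 8 of the 48 NASH cells of the small cluster led by *Acod1*, with up to 47 in 1 cell. In that cluster the level was 1576 (1318 to 1870) CPM, and its 14 control cells held no UMI (up to 145 CPM). Recruited macrophages among the Kupffer cells may contribute, as resident genes had a median log2 ratio of -0.36 over 9 genes in the 32 cells with a *Gpnmb* UMI against the 443 without, a weak test because wells that held 2 cells would give it too.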

How the results depend on the processing

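Alternatives marked as added were chosen after seeing the data, all others before. Over 18 settings the log2 ratio of *C-Kit* stayed negative in cluster 0 (-1.09 to -0.37) and in clusters 0 and 1 together (-0.67 to -0.17), that of *Msr1* in cluster 1 negative (-1.85 to -0.90) and that of *Bmp4* in cluster 2 positive (0.057 to 0.92). The share of *C-Kit*+ cells in cluster 0 ranged from 35.7% to 51.9%, of *Msr1*+ cells in cluster 1 from 37.2% to 61.5% and of *Bmp4*+ cells in cluster 2 from 36.8% to 74.5%. The share of cluster 0 among clusters 0 to 2 did not keep its order between diets, from 10.3% to 56.7% in the control and from 1.80% to 71.7% in the NASH library. Counts held within 1.5 times, with 16 to 22 clusters, 4 to 9 subclusters, 6490 to 8194 kept cells and 14 to 22 genes of Table S4 with a higher share in their own cluster. Of other single genes, 3448 values stayed within their interval, 253 moved and 14 reversed, of gene lists 2762 stayed, 12 moved and 12 reversed, and of other shares of cells 199 stayed and 137 moved. Every endothelial cluster in the second round gave the values reported. The cells given the same match to clusters 0, 1 and 2 as reported were 60.9% to 100% over the settings. For every value below, the cause was not tested.

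With a minimum of 1000 UMIs per cell, cluster 0 held 53.4% of the control and 71.7% of the NASH cells of clusters 0 to 2, *C-Kit*+, *Msr1*+ and *Bmp4*+ shares were 51.9%, 61.5% and 71.3%, *C-Kit* was at -0.37 in cluster 0 and -0.17 in clusters 0 and 1, and *Bmp4* was at 0.77. *Igfbp5* reversed from 2.56 to -3.63 in cluster 0 and from 3.07 to -2.73 in LSECs. *C-Kit* in cluster 1 reversed to 0.0016, interferon response in cluster 0 to -0.021 and sinusoidal identity in cluster 2 to -0.074. Without regression on total UMIs, cluster 0 held 56.7% and 66.2%, *Msr1*+ and *Bmp4*+ shares were 46.1% and 74.5%, *C-Kit* in cluster 0, *Msr1* and *Bmp4* were at -0.52, -1.71 and 0.71, and *Gtpbp10* in cluster 1 reversed to 0.023. With 30 principal components, cluster 0 held 49.5% and 46.0%, the 3 shares were 46.1%, 42.05% and 68.7%, *C-Kit* in cluster 0, *Msr1*, *Bmp4* and *C-Kit* in clusters 0 and 1 were at -0.39, -1.85, 0.64 and -0.27, *Il1a* in cluster 0 reversed to -0.19 and interferon response in cluster 2 to -0.14. At resolution 0.4, cluster 0 held 35.1% and 55.6%, and *Msr1*+ and *Bmp4*+ shares were 47.7% and 59.2%. At resolution 0.8, cluster 0 held 46.4% and 38.0%, the *Bmp4*+ share was 36.8%, *C-Kit* in cluster 0, *Bmp4* and *C-Kit* in clusters 0 and 1 were at -1.09, 0.057 and -0.62, and *Mmd* in cluster 0 reversed to -0.12. Without the genes of Table S4, cluster 0 held 41.3% of the NASH cells, *C-Kit*+ and *Bmp4*+ shares were 40.05% and 40.3%, and *Bmp4* and *C-Kit* in clusters 0 and 1 were at 0.13 and -0.56.

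With Scrublet doublets removed, cluster 0 held 38.8% and 40.3%, *C-Kit*+ and *Bmp4*+ shares were 40.2% and 45.0%, *Msr1* was at -1.11, and *Igfbp5* reversed to -4.91 in cluster 0 and -3.03 in LSECs. Under CCA integration, cluster 0 held 30.2% and 44.0%, *C-Kit*+ and *Msr1*+ shares were 39.8% and 47.1%, *C-Kit* in cluster 0, *Bmp4* and *C-Kit* in clusters 0 and 1 were at -0.54, 0.92 and -0.24, *Col6a3* in cluster 2 reversed to 0.16, sinusoidal identity in cluster 2 to -0.12 and Kupffer cell resident genes in LSECs to -0.054. With cells thinned to 1000 UMIs, *Msr1*+ and *Bmp4*+ shares were 37.2% and 40.7%, lower because each cell holds fewer UMIs. By the mean of CPM per cell, *Bmp4* was at 0.18.

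Of the added alternatives, a minimum of 300 UMIs and 120 genes gave 34.7% and 57.2% in cluster 0, a *Bmp4*+ share of 74.4%, and -0.47, -0.90, 0.70 and -0.27 for *C-Kit* in cluster 0, *Msr1*, *Bmp4* and *C-Kit* in clusters 0 and 1. *Igfbp5* reversed to -4.03 in cluster 0 and -2.36 in LSECs, *Efnb1* in cluster 1 to 0.014, interferon response in cluster 0 to -0.16 and antioxidant response in cluster 0 to -0.0046. Scrublet with one score limit gave 37.0% and 42.7%, *C-Kit*+ and *Bmp4*+ shares of 40.2% and 44.2%, a *C-Kit* background share of 1.13% and *Msr1* at -1.04. Another kernel gave 33.4% and 38.3%, *C-Kit*+ and *Bmp4*+ shares of 35.7% and 36.8%, and -1.05, -0.96, 0.12 and -0.67 for *C-Kit* in cluster 0, *Msr1*, *Bmp4* and *C-Kit* in clusters 0 and 1. *Efnb1* in LSECs reversed to 0.058 and hepatocyte RNA in monocytes and macrophages to -0.30. With endothelial clusters under 3% left out, cluster 0 held 40.1% of the NASH cells, *C-Kit*+ and *Bmp4*+ shares were 37.6% and 38.2%, and *Bmp4* and *C-Kit* in clusters 0 and 1 were at 0.16 and -0.62. With the largest LSEC subcluster matched to cluster 1, cluster 0 held 10.3% and 1.80%, *C-Kit*+ and *Msr1*+ shares were 40.2% and 37.7%, and in cluster 0 *Lgals1* reversed to 0.060, scavenger receptors to -0.31, endothelial migration to -0.15, angiocrine factors to -0.16 and immediate early genes to -0.054. With the shallowest LSEC subcluster left out, cluster 0 held 36.4% of the control cells.

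The mitochondrial limits of 10% and 20% were not run because no mitochondrial gene was analysed, and the share of *Selp*+ cells was not analysed here. Depth limits the shares of cells with a UMI, since LSECs had a median of 1603 UMIs in the control and 1169.5 in the NASH library, and the counts per gene limit ratios of genes near 50 UMIs.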

Differences from the paper's values

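The paper's values below are those of its Table S4, apart from the qPCR directions in the last paragraph. The p-values of that table take cells as replicates, while no test was made here. A share, or a ratio of shares between a cluster and the other subclusters (pct-FC), is listed where the values differ by over 1.5 times, and an avg_logFC where they differ by more than an approximate counting error. The alternatives named were set before the data were examined and brought the value within these limits, and those not named did not. The paper's methods state its limit as a log2-fold change, yet for cluster 2 the paper's avg_logFC of 1.75 for *Fmo2*, 2.08 for *Bmp4* and 1.14 for *Gpm6a* stand beside 1.84, 2.23 and 1.17 here on the natural log scale, so all values of avg_logFC are given on that scale. The scale is inferred from cluster 2, where 6 of 6 genes lie within the limit on it and 3 on the log2 scale, while in cluster 0 it is 1 and 3 of 7 genes and in cluster 1 3 and 3 of 9. On the log2 scale *Cntfr* (0.55), *Akr1b8* (0.095), *Id4* (0.34) and *Lama4* (0.33) would lie within the limit of the paper's value.

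In cluster 0 the paper's share of *C-Kit*+ cells is 67%, against 42.9% here, with 51.9% at a minimum of 1000 UMIs per cell and 46.1% with 30 principal components. The paper's pct-FC of *C-Kit* is 1.68, against 0.817 (1.13 with cells thinned to 1000 UMIs), and its avg_logFC 0.63, against 0.075 and outside the limit under every alternative. For *Cntfr* the paper gives a pct-FC of 1.61, against 0.969 (1.17 at a minimum of 1000 UMIs, 1.76 thinned), and an avg_logFC of 0.48, against 0.38 (0.52 at a minimum of 1000 UMIs, 0.42 at resolution 0.4). For *Gmpr* it gives a pct-FC of 1.53, against 0.934 (1.95 thinned). For *Akr1b8* it gives a share of 31%, against 17.3% (26.9% at a minimum of 1000 UMIs), a pct-FC of 1.47, against 0.661 (1.06 at that minimum, 1.23 thinned), and an avg_logFC of 0.28, against 0.066 (0.32 at that minimum). For *Gm10600* the avg_logFC is 0.32 in the paper and 0.78 here, under no alternative within the limit. For *Id4* the paper gives a pct-FC of 1.4, against 0.845 (1.11 at a minimum of 1000 UMIs, 1.22 thinned), and an avg_logFC of 0.35, against 0.24 (0.42 at that minimum, 0.29 at resolution 0.4). For *Mmd* it gives a share of 32%, against 15.6% (25.5% at a minimum of 1000 UMIs), a pct-FC of 1.4, against 0.530 (1.03 thinned), and an avg_logFC of 0.37, against -0.11 and under no alternative within the limit.

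In cluster 1 the paper's pct-FC of *Msr1* is 3.2, against 2.09 here (2.22 at resolution 0.4, 2.93 with Scrublet doublets removed), and its avg_logFC 1.13, against 0.56. The paper's avg_logFC is 0.64 for *Efnb2*, against 0.19, 0.48 for *Il1a*, against 0.14, and 0.46 for *Dll4*, against 0.11. None of these 4 avg_logFC came within the limit under an alternative. For *Efnb1* the paper gives 0.44, against -0.027 (0.45 with Scrublet doublets removed), and for *Lama4* 0.44, against 0.23 (0.40 with Scrublet doublets removed).

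In cluster 2 the paper's share is 30% for *Prss23*, against 19.2% here, with 29.4% at a minimum of 1000 UMIs, 31.3% without regression on total UMIs, 29.0% with 30 principal components and 23.2% at resolution 0.4. For *Fstl1* it is 31%, against 20.0%, with 30.7%, 31.8%, 29.0% and 24.2% under the same alternatives. The paper's pct-FC of *Col6a3* is 21, against 94.0, which rests on 5 UMIs outside the cluster (25.3 with 30 principal components). The paper's shares of 73% for *Msr1* in cluster 1 and 70% for *Bmp4* in cluster 2 also lie above 51.7% and 50.7% here, by less than 1.5 times. For *Bmp4* the share was 71.3% at a minimum of 1000 UMIs, 74.5% without regression and 68.7% with 30 principal components.

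The paper ranks *C-Kit* first among the genes of cluster 0 by pct-FC. Of its 7 genes analysed here, 1 had a higher share in cluster 0 than elsewhere, 6 a higher CPM and 7 a higher share in thinned cells. *C-Kit* itself did not reach the minimum avg_logFC of 0.25 for a rank. Its share was highest in cluster 2, at 71.9%, where the violin plots of Fig. 2A show it strongly too. The paper also ranks *Msr1* first in cluster 1. Here it ranked 10 of the 103 genes that passed the limits for a rank, although its CPM was 749 against 341 elsewhere. Directions between diets differed too. In the paper's qPCR of pLSECs, *Msr1*, *Efnb1* and *Col6a3* were upregulated and *Il1a* and *Bmp4* downregulated. Here *Msr1* (-1.30) and *Efnb1* (-0.57) in cluster 1 and *Col6a3* (-0.44) in cluster 2 were lower. *Il1a* over clusters 0 and 1 (0.34) and *Bmp4* in cluster 2 (0.36) were higher. *C-Kit* and *Cntfr* in cluster 0 went the paper's way. *Efnb2* in cluster 1, *Gmpr* in cluster 0 and *Gpm6a* in cluster 2 had intervals that include 0.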

Other observations

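Single genes differed between the libraries in the LSECs of clusters 0 and 1 together. *Ctgf* had a log2 ratio of 2.88 (2.66 to 3.11) and was found in 30.8% (28.3 to 33.4) of the NASH LSECs and 6.70% (3.62 to 11.2) of the NASH B cells. The list of 15 leukocyte adhesion and chemokine genes had a median of 0.055 (percentile 73.2), with 2 higher and 2 lower by 1.5 times or more. The list of 12 MHC genes had a median of 0.038 (percentile 70.5), with 7 above 0 and 4 higher by 1.5 times or more, such as *Cd74* at 1.29 and *H2-Eb1* at 1.15. Genes of lipid uptake and metabolism had a median of 0.29 over 23 genes (percentile 99.99 of the random lists), led by *Fabp4* at 1.44, and Notch pathway genes one of 0.35 over 12 genes, led by *Nrarp* at 1.42. *Capn11* had 70 UMIs in the control and none in the NASH library, but it was lower in each other class compared. It went from 23 UMIs to none in Kupffer cells, from 11 to none in T cells and from 13 to 2 in B cells. In neutrophils it went from 9 UMIs to none, and in monocytes and monocyte-derived macrophages from 6 to none. A change limited to LSECs is therefore not shown, and a difference between the 2 tables or pools is not ruled out. The cytokine gene *Il1b* was at -1.68 (-2.68 to -0.85) from 56 and 14 UMIs. The growth factor gene *Hbegf* was at -1.32 (-1.99 to -0.72) from 89 and 29 UMIs. Neither was compared with other classes, so free RNA of other cells is not ruled out for them. In the same cells 8 Kupffer cell resident genes had a median of 0.53 (-0.054 under CCA integration), 7 hepatocyte genes one of 0.94 and 20 immediate early and dissociation genes one of 0.42. *Bmp4* stood at 4.65 from 2 and 51 UMIs, but was found in 2.68% of the NASH LSECs and 2.58% of the NASH B cells, a background level. *Ccl2* was found in 1.15% of the NASH LSECs and 1.03% of the NASH B cells. *Edn1*, a leading gene of VECs, was found in 2.99% (2.14 to 4.07) of the NASH LSECs, 2.81% (1.36 to 5.11) of the monocytes and monocyte-derived macrophages, 0.906% (0.187 to 2.63) of the T cells and none of the B cells (up to 1.88%), so its share in LSECs does not stand clear of all other classes. The comparisons of *Ctgf*, *Ccl2* and *Edn1* with other classes were chosen after the ratios had been seen.

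Monocytes and monocyte-derived macrophages of the NASH library held more of the genes of lipid-associated macrophages, with a median log2 ratio of 1.18 over 14 genes (percentile 100), among them the fatty acid binding protein gene *Fabp5* at 3.20 (2.70 to 3.78). Lysosome genes had a median of 0.57 over 29 genes, of which 14 were higher by 1.5 times or more and none lower, led by *Cd63* at 2.86 and the cathepsin gene *Ctsd* at 2.41. In the same cells 22 dissociation and immediate early genes had a median of -0.43 (percentile 0.02), with 8 lower and 2 higher by 1.5 times or more, and 9 Kupffer cell resident genes one of 0.49 (percentile 99.5). Antioxidant genes had a median of 0.79 over 13 genes, with *Gclm* at 1.88 and the heme oxygenase gene *Hmox1* at 1.83. The neutrophil attractant gene *Cxcl1* had no UMI in the control and 73 UMIs in the NASH library, at least 7.84-fold higher. *Ifitm6* was at 765 CPM in the control and 164 CPM in the NASH library, and Notch pathway genes had a median of -0.62 over 9 genes. In Kupffer cells *Cd209f*, a C-type lectin gene, was at -2.92 (-4.16 to -2.002), the metalloproteinase gene *Mmp9* at -2.70 and the integrin gene *Itgax* at 2.80, while 9 resident genes had a median of -0.082. Nuclear genes of oxidative phosphorylation had a median of -0.16 over 27 genes in Kupffer cells (percentile 0.01). In the same cells 21 dissociation and immediate early genes had a median of 0.32 (percentile 100), with 6 higher by 1.5 times or more and none lower, and 7 hepatocyte genes one of 0.63 (percentile 99.9). T cells held 12.9% (11.9 to 13.9) of the control and 8.92% (8.02 to 9.89) of the NASH cells. Kupffer cells had a median depth of 6143 UMIs in the control and 4592 UMIs in the NASH library.

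The tests on *C-Kit* and *Msr1* in the next paragraphs were chosen after the results were seen, while the shares in thinned cells that some of them use had been set beforehand.

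The share of cells with a *C-Kit* UMI was not higher in cluster 0 than in cluster 1, although the CPM was. It was smaller in cluster 0, with intervals that overlap, and the cells of cluster 0 were shallower. Depth is a candidate explanation, since at 1000 UMIs per cell the share was 9.18 percentage points higher in cluster 0, at 43.5% against 34.3%. Within the control library all cells gave 50.1% and 50.5%, so the unequal parts of the libraries in each cluster stay open too. For *Msr1*, found more often in cluster 1, depth as the whole cause is argued against in the control library, because the share of cluster 1 stayed 19.5 points higher in thinned cells, at 44.5% (40.4 to 48.6) against 25.0% (20.3 to 30.2). In the NASH library it was 5.07 points higher with intervals that overlap, so depth stays a candidate explanation there. Clusters formed from the same counts leave open how far either difference holds in new cells.

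*C-Kit* was lower in the LSECs of the NASH library. Dilution by hepatocyte and erythrocyte RNA is argued against, as the listed genes held 0.0647% of the NASH totals where 25.1% would be needed, a test that replaced one found to be near void after its result. Another mix of LSEC subclusters is argued against too, since with the control library's mix of the 3 subclusters the log2 ratio was -0.49. The size of the difference depends on which cells are kept. LSECs were shallower in the NASH library, at a median of 1169.5 against 1603 UMIs. With a minimum of 1000 UMIs per cell the log2 ratio was -0.17 in clusters 0 and 1 together. It was then -0.37 in cluster 0 and 0.0016 in cluster 1, so a contribution of the shallower cells stays open. A lower level in NASH LSECs may be biological, but with 1 pool of mice per diet a difference between capture runs or pools stays open, and no value here tests it.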
